# Genotypic Variation of Nitrogen Use Efficiency and Amino Acid Metabolism in Barley

**DOI:** 10.3389/fpls.2021.807798

**Published:** 2022-02-04

**Authors:** Bérengère Decouard, Marlène Bailly, Martine Rigault, Anne Marmagne, Mustapha Arkoun, Fabienne Soulay, José Caïus, Christine Paysant-Le Roux, Said Louahlia, Cédric Jacquard, Qassim Esmaeel, Fabien Chardon, Céline Masclaux-Daubresse, Alia Dellagi

**Keywords:** NUE (nitrogen use efficiency), crop/stress physiology, barley, natural variability, lysine (amino acids)

## Abstract

Owing to the large genetic diversity of barley and its resilience under harsh environments, this crop is of great value for agroecological transition and the need for reduction of nitrogen (N) fertilizers inputs. In the present work, we investigated the diversity of a North African barley genotype collection in terms of growth under limiting N (LN) or ample N (HN) supply and in terms of physiological traits including amino acid content in young seedlings. We identified a Moroccan variety, Laanaceur, accumulating five times more lysine in its leaves than the others under both N nutritional regimes. Physiological characterization of the barley collection showed the genetic diversity of barley adaptation strategies to LN and highlighted a genotype x environment interaction. In all genotypes, N limitation resulted in global biomass reduction, an increase in C concentration, and a higher resource allocation to the roots, indicating that this organ undergoes important adaptive metabolic activity. The most important diversity concerned leaf nitrogen use efficiency (LNUE), root nitrogen use efficiency (RNUE), root nitrogen uptake efficiency (RNUpE), and leaf nitrogen uptake efficiency (LNUpE). Using LNUE as a target trait reflecting barley capacity to deal with N limitation, this trait was positively correlated with plant nitrogen uptake efficiency (PNUpE) and RNUpE. Based on the LNUE trait, we determined three classes showing high, moderate, or low tolerance to N limitation. The transcriptomic approach showed that signaling, ionic transport, immunity, and stress response were the major functions affected by N supply. A candidate gene encoding the HvNRT2.10 transporter was commonly up-regulated under LN in the three barley genotypes investigated. Genes encoding key enzymes required for lysine biosynthesis in plants, dihydrodipicolinate synthase (DHPS) and the catabolic enzyme, the bifunctional Lys-ketoglutarate reductase/saccharopine dehydrogenase are up-regulated in Laanaceur and likely account for a hyperaccumulation of lysine in this genotype. Our work provides key physiological markers of North African barley response to low N availability in the early developmental stages.

## Introduction

Barley is a staple crop known for its great adaptability to harsh environments. It was one of the first domesticated crops and is the fourth most productive cereal crop after rice, wheat, and maize (FAOSTAT). Barley (*Hordeum vulgare* L.) shows a very large genetic diversity and is grown under a large array of environmental and soil conditions with areas of production at high altitudes and latitudes as well as in desert regions (Ryan and Sommer, 2012; Muñoz-Amatriaín et al., 2014; Dawson et al., 2015).

Barley is mainly used for animal feed, human consumption, and malting. Today, barley is gaining value in the field of nutrition, not only for its original flavor but also for its nutritional value especially because of its high content in β-glucans and low gluten (Baik and Ullrich, 2008; Chutimanitsakun et al., 2013). Barley is considered for several benefits to human health, such as reduction of blood cholesterol and glucose levels as well as weight loss by increased satiety, control of heart disease, and type-2 diabetes (Baik and Ullrich, 2008). In some parts of the world, such as Ethiopia, North Africa, and Asia, it is used in human food more frequently than in the rest of the world (Baik and Ullrich, 2008).

Mediterranean climate and soils impose drastic constraints on agriculture. Barley is one of the best-adapted species to the Mediterranean conditions (Pswarayi et al., 2008). Climate change and the growing Mediterranean population will further increase environmental constraints on barley culture in a near future (Cammarano et al., 2019). Fortunately, barley shows great potential for biomass production under Mediterranean climates. As is the case for most cereals, barley yields are strongly dependent on nitrogen fertilization (Oscarsson et al., 1998; Sedlář et al., 2011; Stupar et al., 2017). Importantly, nitrogen fertilization impacts plant tolerance to abiotic and biotic stresses (Fagard et al., 2014; Abid et al., 2016; Mur et al., 2017; Ding et al., 2018; Verly et al., 2020). The genetic diversity in terms of barley tolerance to nitrogen starvation has been explored (Oscarsson et al., 1998; Górny, 2001; Sinebo et al., 2004; Quan et al., 2016, 2019; Karunarathne et al., 2020). However few data are available concerning the diversity of molecular responses of barley to nitrogen limitation (Møller et al., 2011; Quan et al., 2016, 2019; Karunarathne et al., 2020, 2021).

World agriculture benefited from unprecedented changes in agronomic practices during the “Green Revolution” due to technological progress after Second World War. Major crop yields doubled per capita over a 50 year period in some regions of the world, such as Asia and South America (Lassaletta et al., 2016; Pretty, 2018). During that period, new crop varieties were bred, and inorganic fertilizers and chemically synthesized pesticides and herbicides were produced and used. Their application was combined with the modernization of agricultural machinery (Lassaletta et al., 2016; Pretty, 2018). In particular, it is estimated that the use of synthetic inorganic nitrogen (N) fertilizers has increased 8- during the last 50 years (Lassaletta et al., 2016; Pretty, 2018). Nowadays, the industrial Haber-Bosch process uses 1–2% of the world’s fossil-fuel energy output for the synthesis of ammonia that is the basis for the production of the other N fertilizers as nitrate salts, ammonium-nitrate, and urea (Chen et al., 2018). However, because crops do not take up more than 30–50% of the N available in the soil (Wang et al., 2018), the extensive use of N fertilizers caused major detriments to ecosystems and animal health (Schlesinger, 2009; Withers et al., 2014).

In the context of a growing population and shrinking farmlands, cereals yields and nutritional quality is fundamental because cereal grains provide 60% of the food necessary to feed the world population, either directly as part of the human diet or indirectly as animal feed (Hirel et al., 2007; Lafiandra et al., 2014; Landberg et al., 2019). Nitrogen is one of the key elements that determine plant growth and yield formation (Hirel et al., 2007; Masclaux-Daubresse et al., 2010). It is thus essential to optimize N use efficiency (NUE) in crops. NUE is most commonly defined as the grain or biomass yields obtained per unit of available N in the soil (Xu et al., 2012; Han et al., 2015; Li et al., 2017; Hawkesford and Griffiths, 2019). Nitrogen uptake refers to processes involved in the acquisition of nitrogen compounds from the soil. Nitrogen assimilation refers to processes associated with the N utilization and N metabolism that transform inorganic nitrogen into organic nitrogen *in planta*. Nitrogen remobilization refers to processes associated with the recycling and reuse of organic nitrogen within the plant and its transfer from organs to organs. Nitrogen uptake, assimilation, and remobilization contribute to plant NUE (Hirel et al., 2007; Lea and Miflin, 2018) that can be also estimated considering the three components that are N uptake efficiency (NupE), N utilization efficiency (NutE), and nitrogen remobilization efficiency (NRE) (Han et al., 2015; Li et al., 2017).

Nitrogen (N) is present in the soil in the form of nitrate (NO_3_^–^), ammonium (NH_4_^+^), or amino acids, with their availability depending upon physical factors, such as pH and temperature. Most plants adapted to alkaline pH in aerobic soils, which is the case for most arable lands, use mostly NO_3_^–^ as their N source (Hirel et al., 2007; Masclaux-Daubresse et al., 2010; O’Brien et al., 2016; Xu, 2018). Nitrate is taken up by the roots and then transported in the plant via plasma membrane located transporters that are either low-affinity transporters (LATs) or high-affinity transporters (HATs) (Léran et al., 2014; O’Brien et al., 2016; Kant, 2018; Wang et al., 2018; Zhang et al., 2018). Following uptake, NO_3_^–^ is reduced to nitrite (NO_2_^–^) by the cytosolic enzyme nitrate reductase (NR). Then, NO_2_^–^ is further reduced to ammonium by the plastid nitrite reductase (NiR). Ammonium derived from direct uptake or NO_3_^–^ reduction is finally incorporated into amino acids *via* the combined activity of the two enzymes glutamine synthase (GS) and glutamate synthase (GOGAT) (Masclaux-Daubresse et al., 2010; Wang et al., 2018; Hirel and Krapp, 2020).

Although barley is a major crop requiring N fertilization in poor soils, such as those of North Africa, and despite functional and evolutionary genomics tools developed on this species, little is known about the diversity of physiological and molecular mechanisms in barley responses to N limitation.

In the present work, we investigated the diversity of a collection of north African barley genotypes in terms of growth under limiting N conditions and in terms of N nutrition physiological traits related to N nutrition including amino acid content that led to the identification of a barley genotype accumulating five times more lysine than the others. To gain further insight into the molecular mechanisms involved in barley adaptation to N limitation, a transcriptomics approach revealed that N supply has an impact on ionic transport, signaling, stress responses, and immunity. We identified candidate genes controlling N deficiency response and lysine biosynthesis in barley.

## Materials and Methods

### Plant Material and Growth Conditions

The origin of barley genotypes is indicated in Table 1. Seeds were provided by M. Bennaceur from the National Gene Bank of Tunisia and by Université Sidi Mohamed Ben Abdellah. The barley North African collection used in this study contains nine Moroccan genotypes that correspond to commercialized varieties (herein named M1 to M9), one Tunisian variety (herein named T6), and one Egyptian variety (herein named E6) Table 1. The North African barley collection used in this study displays different characteristics in particular, with regard to their yield and tolerance to drought (Hellal et al., 2019) and it was recently described for its response to Cd (Ayachi et al., 2021). The European cultivar Golden Promise (herein named GP), which is a reference genotype since its genome is fully sequenced and for which Agrobacterium-mediated transformation is possible (Schreiber et al., 2020), was included in the analyses as a reference line. Seeds were surface-sterilized then sown on the sand under long days 16 h day (23°C)/8 h night (18°C). They were watered three times a week with the same nutrient solution containing either 0.5 mM nitrate (Low N, LN) or 5 mM ample nitrate (High N, HN). Reducing tenfold nitrate concentration involves necessarily compensation of counterion changes. Although this is not a perfect method, there is no other way for that and most care was taken to design the mineral composition of the nutritional solution so that there is no other major deficiency or toxicity. Most importantly, the K levels are not limiting both under LN and HN (Epstein et al., 1963; Gierth and Mäser, 2007; Genies et al., 2021). Watering was applied by sub-irrigation of the pots and maintained for 2 h before nutritive solutions were discarded. The nutrient solution composition is described in Supplementary Table 1. Plants were harvested 14 days after sowing by separating shoot and root which were weighed separately. The experiments were performed four times with eight plants in each biological replicate.

**TABLE 1:** Names and characteristics of the barley collection genotypes used in this study.

Code in this work	Official name	Country of origin	References describing the genotype	Row type	Spring/winter type	Hulled/hulless	Earliness of maturity (Badraoui et al., 2009; Noaman et al., 2007; Mlaouhi et al., 2020; Saidi et al., 2005)	Disease resistance (Badraoui et al., 2009; Noaman et al., 2007; Saidi et al., 2005)	Year of release
M1	Adrar	Morocco	Hellal et al., 2019	2 rows	Spring type	Hulled	Medium type	Resistant to powdery mildew, susceptible to Rhynchosporium, moderately resistant to rust	1998
M2	Taffa	Morocco	Hellal et al., 2019	6 rows	Winter type	Hulled	Medium type	Moderately resistant to powder mildew and rust; susceptible to Rhynchosporium	1994
M3	Massine	Morocco	Hellal et al., 2019	6 rows	Winter type	Hulled	Medium type	Moderately resistant to powdery mildew and yellow rust, susceptible to Rhynchosporium and moderately susceptible to brown rust	1994
M4	Laannaceur	Morocco	Hellal et al., 2019	6 rows	Winter type	Hulled	Medium type	Moderately susceptible to powdery mildew and Rhynchosporium, susceptible to rust	1991
M5	Oussama	Morocco	Hellal et al., 2019	6 rows	Winter type	Hulled	Medium type	Susceptible to powdery mildew and Rhynchosporium, susceptible to yellow and brown rust	1995
M6	Firdaws	Morocco	Hellal et al., 2019	6 rows	Winter type	Hulled	Medium type	Resistant to powdery mildew	1998
M7	Tamellalt	Morocco	Hellal et al., 2019	2 rows	Spring type	Hulled	Medium type	Moderately susceptible to powdery mildew, susceptible to Rhynchosporium, moderately resistant to yellow and brown rust	1984
M8	Amalou	Morocco	Hellal et al., 2019	6 rows	Winter type	Hulled	Early type	Moderately resistant to powdery mildew, susceptible to Rhynchosporium, moderately resistant to yellow and brown rust	1997
M9	Amira	Morocco	Hellal et al., 2019	6 rows	Winter type	Hulled	Medium type	Resistant to powdery mildew, susceptible to Rhynchosporium and rust	1996
T6	Manel	Tunisia	Ben Naceur et al., 2012	6 rows	Spring type	Hulled	Early type	Moderately resistant to powdery mildew and Rhynchosporium, moderately resistant to net blotch	1996
E6	Giza 2000	Egypt	Ben Naceur et al., 2012	6 rows	Spring type	Hulled	Early type	Moderately resistant to leaf Rust. Resistant to powdery mildew and net blotch	2003
GP	Golden Promise	Europe	Avila-Ospina et al., 2015	2 rows	Spring type	Hulled	Early type	Susceptible to net blotch and powdery mildew	1968

### Determination of Nitrate Uptake Into the Shoots and Roots Using ^15^N Labeling During 24 h

To determine ^15^N uptake over 24 h before harvesting, thus on day 13 after sowing, a ^15^N labeling was performed. On day 13 after sowing, the unlabeled watering solution was replaced by a ^15^N-containing solution that had the same nutrient composition as the Low N and High N solutions except that the natural ^14^NO_3_^–^ was replaced by nitrate with 10% ^15^NO_3_^–^ enrichment (w/w). All the pots were watered for 24 h, using an equal volume of labeled solutions. Cutting the shoots stopped ^15^N uptake in the shoots. Roots were extracted from sand and carefully rinsed before freezing in liquid nitrogen. Shoot and root tissues were harvested, weighed for fresh weight quantification, then ground in liquid nitrogen and stored at -80°C for further experiments.

Dry weight was calculated based on the weight of lyophilized tissues for amino acid analysis (see below). This allowed the calculation of the percentage of dry matter in each sample.

### Quantification of Total Nitrogen, Total Carbon, and ^15^N Enrichment

The experiment dried again 50 mg of ground frozen plant material before weighting 5,000 μg of dry material in tin capsules to determine the total N and C concentrations using the FLASH 2000 Organic Elemental Analyzer (Thermo Fisher Scientific Villebon, France) and the ^15^N enrichment using the Delta V Advantage isotope ratio mass spectrometer (Thermo Fisher Scientific, France). The data obtained are N% (g of N per 100 g of DW), C% (g of C per 100 g of DW), and A% (Atom percent) that represent the^ 15^N enrichment in the sample [^15^N/(total N)]. Since the natural ^15^N abundance in N labeled samples was 0.3663 (A% control), specific enrichments due to the ^15^N uptake were calculated as E% = (A% - 0.3363).

### Amino Acid Analysis

For amino acid determination, 10 mg of lyophilized dry matter was extracted with a solution containing 400 μl of MeOH and 0.25 nmol/μl of Norvaline, which was used as the internal standard (Sigma Aldrich, St. Louis, MO, United States). The extract was stirred for 15 min, and it was then re-suspended with 200 μl of chloroform (agitation for 5 min) and 400 μl of double-distilled water (ddH_2_O). After centrifugation (12,000 rpm, 10°C, 5 min), the supernatant was recovered, evaporated, and dissolved in 100 μl of ddH_2_O. Derivatization was performed using an Ultra Derivatization Kit AccQ tag (Waters Corp, Milford, MA, United States), following the protocol of the manufacturer (Waters Corp, Milford, MA, United States). The amino acid profile was determined by ultra-performance liquid chromatography coupled with a photodiode array detector (UPLC/PDA) H-Class system (Waters Corp, Milford, MA, United States) with an ethylene bridge hybrid (BEH) C18 100 × 2.1 mm column (pore size: 1.7 μm).

### Plant Growth and N Nutrition Trait Indicators

The plant phenotypic traits and indicators were measured or calculated based on the formula detailed in Supplementary Table 2.

### Inoculum Preparation and Pathogen Infection

For each of the three barley cultivars M4, M5, and GP, seeds were sown at a rate of 10 seeds/pot in plastic pots 7 cm in diameter filled with 300 g of sand. They were watered three times a week with either LN or HN solutions. Plants were grown in a growth chamber (Aralab) at 23°C under white fluorescent light (130 μmol m^–2^ s^–1^), with a 14- and 10-h photoperiod and 80% relative humidity as previously described by Backes et al. (2021b). A detached leave assay was carried out to evaluate the susceptibility of the three genotypes to the pathogen *Pyrenophora teres*. For each condition, 30 plants were inoculated and recorded. Three independent biological replicates were performed. Briefly, leaves of 10-day-old barley plants were excised and placed on Petri dishes containing 1% of agar. Leaves were then injured with a wooden pick and then a volume of 10 μl of suspensions containing *P. teres* spores at a concentration of 10^5^ spores/mL was deposited at the leaf wound area. The incidences of net blotch disease symptoms, represented by the presence of necrosis on barley leaves, were recorded at 10 days post-infection.

### RNA-Seq Analysis

Furthermore, three independent biological replicates were produced. Leaves were collected on plants at three leaf developmental growth stages corresponding to 14 days after sowing, cultivated in two conditions, LN or HN. Each sample is composed of the leaf (tissue) of 1–2 plants. Total RNA was extracted using the Nucleosol extraction kit according to the supplier’s instructions and was further purified using the RNA Clean & Concentrator Kits (Zymo Research^®^, California, United States). RNA-seq libraries were constructed by the POPS platform (IPS2) using the TruSeq Stranded mRNA library prep kit (Illumina^®^, California, United States) according to the supplier’s instructions. The libraries were sequenced in Single end (SE) mode with 75 bases for each read on a NextSeq500 to generate between 5 and 62 million SE reads per sample.

Adapter sequences and bases with a Q-Score below 20 were trimmed out from reads using Trimmomatic (version 0.36; Bolger et al., 2014) and reads shorter than 30 bases after trimming were discarded. Reads corresponding to rRNA sequences were removed using sortMeRNA (version 2.1; Kopylova et al., 2012) against the silva-bac-16s-id90, silva-bac-23s-id98, silva-euk-18s-id95, and silva-euk-28s-id98 databases.

Filtered reads were then mapped and counted using STAR (version 2.7.3a; Dobin et al., 2013) with the following parameters –alignIntronMin 5 –alignIntronMax 60000 –outSAMprimaryFlag AllBestScore –outFilterMultimapScoreRange 0 –outFilterMultimapNmax 20 on the Hordeum_vulgare.IBSC_v2.48.gtf and its associated GTF annotation file.

Between 76.28 and 77.7% of the reads were associated with annotated genes (a mean of 76.9, 76.6, and 76.7%, respectively for GP, M4, and M5 barley cultivars). 

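The reads assigned to genes came to 76.9% ± 0.429 (SD, n = 6 libraries) in GP, 76.6% ± 0.306 in M4 and 76.7% ± 0.349 in M5. Single libraries ranged from 76.5 to 77.7% in GP, from 76.3 to 77.2% in M4 and from 76.3 to 77.1% in M5. These shares are the sense-strand counts of genes over all reads listed in a file, unmapped reads included. Reads that mapped to several places took 14.9 to 16.7% of a library, unmapped reads 1.66 to 2.53% and reads outside genes 5.05 to 5.92%.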

Statistical analysis was performed with Wilcoxon’s test (Supplementary Figure 7). When comparing the percentages of assigned read samples per cultivar, the difference between the means is not statistically significant. The three cultivars mapped similarly onto Morex reference. Morex reference has a higher version (v2) than GP reference (v1). The reference annotation should be better for Morex.

A gene is analyzed if it is present at more than 1 read per million in several samples greater than or equal to the minimum number of replicates. The resulting raw count matrix was fed into edgeR (Robinson et al., 2010) for differential expression testing by fitting a negative binomial generalized log-linear model (GLM) including a condition factor and a replicate factor to the TMM-normalized read counts for each gene. We performed pairwise comparisons of each of the depleted conditions to the control condition. The distribution of the resulting *p*-values followed the quality criterion described by Rigaill et al. (2018). Genes with an adjusted *p*-value (FDR; Benjamini and Hochberg, 1995) below 0.05 were considered as differentially expressed.

### Statistical Analysis

Analysis of variance followed by Tukey’s honestly significant difference (HSD) test, as well as two-sample *t*-tests, were used in this study. All statistical analyses were performed using the free software environment R Version 4.0.2.1. The least-square means were calculated using the R package emmeans.

## Results

### Global Trends of the Impact of Nitrogen Nutrition on Barley Physiological Traits

Although barley is commonly grown in North Africa, little is known about the mechanisms involved in its tolerance to low N availability, a common feature in this cultivation area. Global changes for N nutrition physiological indicators in the barley species were determined depending on nitrogen availability by considering the entire barley collection (Table 2). Nitrogen limitation resulted in the reduction of plant DW mainly due to a decrease in leaf DW. By contrast, root DW was higher under LN compared to HN, which globally resulted in a decrease of the shoot/root ratio (SR) under LN. As expected, barley nitrogen concentration was strongly reduced under LN irrespective of a plant organ. In contrast, carbon concentration was higher under LN. As expected, the global trend of the collection indicates that nitrogen uptake efficiencies (LNUpE, RNUpE, and PNUpE) were lower under LN in both shoots and roots, certainly due to the fact that nitrate was less available under LN. The biomass produced per unit of N reflects nitrogen use efficiency (NUE) in plants at the vegetative stage. As such NUE, in our case, can be calculated as the ratio between biomass and N concentration (Chardon et al., 2010). As expected, NUE was higher under LN than under HN. It is interesting to notice that leaf NUE (LNUE) was slightly lower under N limitation than under HN, while root NUE (RNUE) was sharply higher under LN than HN (Table 2). Partitioning of dry matter and N was different under LN and HN. Dry matter and N partitioning in roots, RP%DW and RP%N, respectively, were higher under LN than under HN (Table 2), thus reflecting the fact that shoot/root was decreased under LN relative to HN. Similarly, under LN, nitrogen was taken up more efficiently to the roots than to the shoots. This is illustrated by the higher partitioning of ^15^N in roots (RP%15N) under LN compared to HN (Table 2).

**TABLE 2:** Comparison of global trends of physiological traits within the barley collection under HN and LN.

Short-name	Trait name and unit	HN	*> or *<	LN
PDW	Plant dry weight (mg/plant)	78.18	ns	59.47
LDW	Leaf dry weight (mg/plant)	58.57	*>	39.56
RDW	Root dry weight (mg/plant)	19.07	*<	19.82
PN%	Nitrogen concentration in the whole plant (gN/100 gDW)	5.17	*>	3.32
LN%	Nitrogen concentration in shoot (gN/100 gDW)	5.67	*>	3.83
RN%	Nitrogen concentration in root (gN/100 gDW)	3.69	*>	2.32
PC%	Carbon concentration in the whole plant (gC/100 gDW)	35.2	*<	37.19
LC%	Carbon concentration in shoot (gC/100 gDW)	35.92	*<	37.85
RC%	Carbon concentration in root (gC/100 gDW)	32.99	*<	36.28
PNUE	Plant NUE (mg DW/%N)	15.3	*<	16.9
LNUE	Leaf NUE (mg DW/%N)	10.72	*>	9.92
RNUE	Root NUE (mg DW/%N)	5.38	*<	7.33
PNUpE	Plant N uptake efficiency mg ^15^N/100 mg DW	4.11	*>	3.63
LNUpE	Leaf N uptake efficiency mg ^15^N/100 mg DW	3.77	*>	3.26
RNUpE	Root N uptake efficiency mg ^15^N/100 mg DW	4.92	*>	4.46
LP%DW	Biomass partitioning in shoot	0.75	*>	0.67
RP%DW	Biomass partitioning in root	0.25	*<	0.33
SR	Shoot DW to root DW ratio	3.08	*>	1.96
LP%N	Nitrogen partitioning in shoot	0.83	*>	0.75
RP%N	Nitrogen partitioning in root	0.17	*<	0.25
LP%15N	^15^N partitioning in shoot	0.7	*>	0.6
RP%15N	^15^N partitioning in root	0.3	*<	0.4
PNUp	Plant N uptake (Total _Nitrogen.Uptake) (mg ^15^N per plant/h)	4.11	*>	3.62

HN and LN indicate the mean of the considered trait over the whole individuals of the collection under high or low N, respectively. *> or *< indicates that the mean is significantly different between HN and LN, t student p < 0.05. SE, standard error for the variable over the whole individuals of the collection; ns, non-significant.

Altogether these data indicate that barley responds to nitrogen limitation by a global biomass reduction, an increase in C concentration, and a higher resource allocation (DW, N, and C) to the roots.

### Exploring Natural Variation for N and C Management Within the Barley Collection

To determine the effect of genotype (G) and N nutrition on the nitrogen-related physiological indicators, a three-way ANOVA was applied. We also checked the interaction between these factors (GXN) and the effect of biological replicates (E). ANOVA results in concerned traits related to (i) biomass and elemental (C,N) distribution in aerial parts and roots presented in Table 3A; (ii) plant capacity to take up and use N for biomass production (Table 3B); (iii) relative partitioning of biomass, C and N between leaves and roots (Table 3C).

**TABLE 3:** Level of significance of the variance sources for biomass and C and N concentrations in barley cultivated under limiting or ample nitrate.

A:	Level of significance												Sum of squares					
	L DW	R DW	P DW	LN%	RN%	PN%	LC%	RC%	PC%	L DW	R DW	P DW	LN%	RN%	PN%	LC%	RC%	PC%
G	***	***	***	***	**	***	***	***	***	25.0	29.1	23.4	2.1	3.0	1.0	3.8	9.0	6.5
N	***		***	***	***	***	***	***	***	**40.9**	0.6	29.1	**82.4**	**58.7**	**76.7**	**77.5**	29.5	**50.2**
E	***	***	***	***	***	***	***	***	***	7.9	8.4	8.5	5.5	12.0	10.7	1.5	6.4	6.4
GXN	***	***	***	***		***	***	*		8.0	13.4	3.8	2.1	1.2	1.1	3.0	5.0	1.6
GXE	**		***	**		***	***		**	4.6	10.5	7.7	1.4	3.8	1.9	6.2	7.0	8.6
NXE			***	***	***	***		***	***	0.3	0.8	1.8	2.6	2.9	4.1	0.1	4.3	4.7
GXNXE	*		***	*		*				3.5	6.6	7.4	1.0	2.1	1.0	1.0	5.9	3.1
R										9.8	**30.6**	18.2	2.9	16.4	3.4	6.9	**32.9**	18.9

B:	Level of significance							Sum of squares						
	LNUE	RNUE	PNUE	LNUpE	RNUpE	PNUpE	PNUp	LNUE	RNUE	PNUE	LNUpE	RNUpE	PNUpE	PNUp
G	***	***	***	***	***	***	***	**40.0**	14.1	**33.2**	15.1	14.8	12.8	**23.7**
N	***	***	***	***	***	***	***	2.6	12.0	5.8	9.1	3.8	3.5	23.1
E	***	***	***	***	***	***	***	2.7	19.0	4.2	20.9	21.5	**32.7**	14.5
GXN	***		**	**	**		**	12.6	3.5	6.1	4.9	7.3	3.0	3.0
GXE	**	*	*	**			**	8.7	9.7	10.1	10.1	4.6	5.4	6.5
NXE	*	***	**	***	***	***	***	1.4	4.4	2.5	8.3	7.0	9.7	4.2
GXNXE	***	*	**	**			***	11.4	9.3	10.3	9.5	8.7	7.1	8.3
R								20.6	**28.0**	27.8	**22.0**	**32.4**	25.8	16.6

C:	Level of significance							Sum of squares						
	LP%DW	RP%DW	SR	LP%N	RP%N	LP%15N	RP%15N	LP%DW	RP%DW	SR	LP%N	RP%N	LP%15N	RP%15N
G	**	***		***	***	***	***	5.0	6.1	2.1	5.4	5.8	7.0	6.8
N	***	***	***	***	***	***	***	**32.1**	**37.1**	**41.9**	**51.9**	**52.2**	**50.4**	**54.0**
E	***	***	***	***	***	***	***	14.9	15.8	24.1	8.4	8.7	4.4	3.5
GXN	**	***	***	***	***	***	***	5.3	6.0	3.9	4.7	4.6	6.0	6.6
GXE	*							9.0	5.6	4.7	5.9	6.1	4.7	4.3
NXE		**		***	***	**	**	1.2	1.7	0.8	2.6	2.2	1.9	2.1
GXNXE	*	*						6.7	6.1	5.1	2.7	3.0	3.0	3.2
R								25.8	21.5	17.5	18.3	17.4	22.5	19.5

*G, N, and E stand for the following factors respectively: “Barley genotype,” “N nutrition,” and “experiment replicate.” The significance of the interaction between these factors is indicated as follows GXN, NXE, GXE, and GXNXE. R: residuals. The highest sum of squares for each trait is in bold. Three-way ANOVA was applied to the data set. Sub-tables represent A: biomasses, C and N content; B: Nitrogen uptake and use efficiency, C: partitioning of biomass, C and N.*

*Significant at 0.05 probability level.

**Significant at 0.01 probability level.

***Significant at 0.001 probability level.

These data show that nitrate nutrition significantly affects all traits except root dry weight.

The genotypic effect was also significant for most physiological traits, except the shoot/root (SR) ratio. Interestingly, the N-uptake (PNUp) and NUE (LNUE and PNUE) related traits are more impacted by the genotype effect than by the nutrition effect, as indicated by the sum of squares for the genotype effect which is larger than that of the nutrition effect (Table 3). Thus, in barley, NUE can be improved via breeding since the genetic factor plays a significant role in this trait.

The genotypic by nutrition (GxN) interaction effect is significant for several traits for which the plant response to the nutrition depends on the genotype (Table 3). For example, the total N uptake (PNUp) is higher under HN than LN for all genotypes and we can clearly distinguish two groups of genotypes with different PNUp under HN and LN. The GP, M2, M4, M9, T6 genotypes exhibit the lowest PNUp scores whereas the PNUp of M1, M3, M5, M6, M7, M8, and E6 reached higher scores (Figure 1A). The clustering of these genotypes follows the same trend for leaf DW (LDW) but only under HN (Figure 1B) indicating that these traits are correlated as shown in Supplementary Figure 1. For plant NUE (PNUE), it is not possible to cluster genotypes in different groups. We can notice five genotypes (GP, M6, M8), showing similar PNUE values under HN and LN, while all the others present lower PNUE under HN than LN (Figure 1C). This suggests that for the five genotypes mentioned above, low N does not affect NUE. Last, for root N partitioning (RP%N), all genotypes show lower values under HN than under LN, but the T6 genotype clearly behaves as an outlier with significantly lower RP%N under LN compared to other accessions (Figure 1D).

**FIGURE 1:**
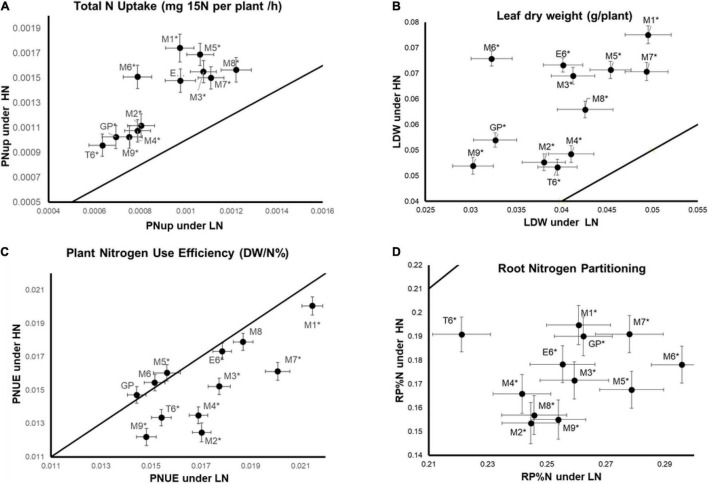
Different genotypes by N supply interactions within the barley North African collection. Plants were grown for 14 days under LN or HN then leaves and roots were harvested separately and frozen under liquid nitrogen. The physiological parameters were measured as indicated in the “Materials and Methods” section. Traits displaying GXN interactions are illustrated by different GXN patterns. **(A)** Total plant N uptake (PNUpE). **(B)** Leaf dry weight (LDW). **(C)** Plant nitrogen use efficiency (PNUE). **(D)** Root nitrogen partitioning (RP%N). Mean values under HN are plotted against mean values under LN. Four independent experiments were performed. Stars indicate a significant difference between LN and HN (Student’s test, 13 ≤ *n* ≤ 16, *p* < 0.05). Bars represent SE.

These four examples illustrate the diversity of the pattern of GxN responses in the barley collection. Thus, depending on the trait we observe, nutrition may cause different modifications according to the genotypes. Interestingly, GP, M6, and M8 are resilient for PNUE whatever the N supply.

### Deciphering Groups of Barley Genotype Displaying Similar GxN Responses to N Supply

To compare the traits between the barley genotypes and determine common patterns shared within the collection under LN and HN, a hierarchical clustering analysis (HCA) was applied to key physiological variables. This allowed us to identify the traits that displayed the most conserved trends and those that showed the highest variation among the genotypes. Genotypes presenting similar profiles could then be clustered (Figure 2).

**FIGURE 2:**
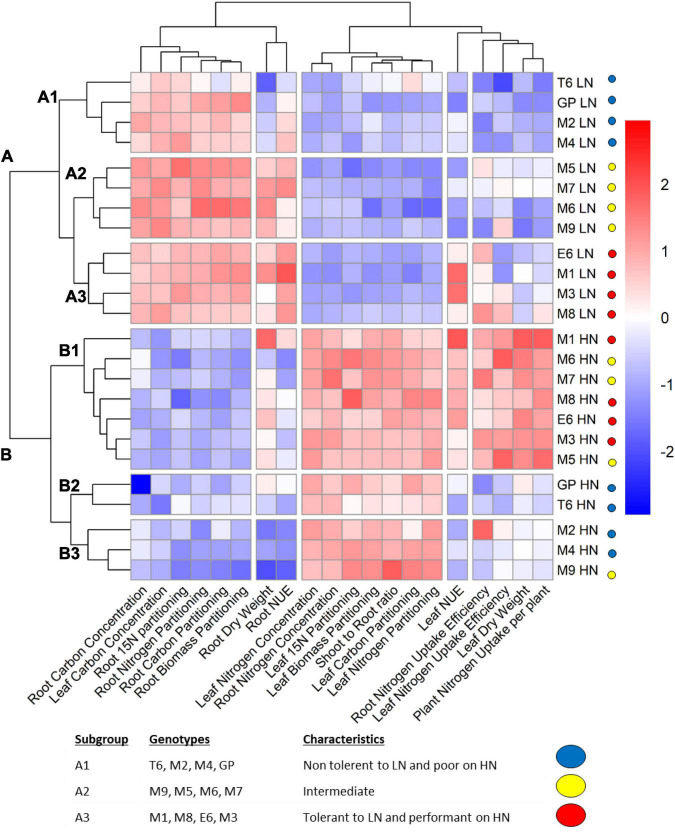
Hierarchical clustering analysis (HCA) showing groups of genotypes sharing similar physiological traits. Plants were grown for 14 days under LN or HN then leaves and roots were harvested separately and frozen under liquid nitrogen. The physiological parameters were measured as indicated in the “Materials and Methods” section. The color scale is based on the value of the normalized mean for each trait. Normalization was made for the LN and HN conditions separately. The clustering under LN was chosen to determine three subgroups (A1, A2, and A3) labeled with the indicated colors. HCA was constructed with the R package.

Clustering clearly separated the two nutritional conditions (clusters A and B) indicating that nitrate supply is the main factor affecting barley physiological traits. Several traits displayed opposite trends in LN and HN for the whole barley collection. This clustering shows that most traits related to the roots reached higher values under LN than under HN, and the opposite is observed for the shoots. Interestingly, the traits that displayed genetic variation among the collection and reflected different responses to nitrate supply of the barley genotypes are essentially related to N uptake (leaf and root nitrogen uptake efficiency and total nitrogen uptake), leaf and root DW, and nitrogen use efficiency (leaf and root NUE) (Figure 2).

Under low N conditions (cluster A), genotypes are distributed into three groups. The A3 group is clearly the most efficient because it displays the best leaf NUE amongst the entire collection. The A3 genotypes have a bigger root system and higher root N uptake efficiency than the others. The A1 group is the less efficient based on leaf NUE which coincided with lower total N uptake per plant, lower leaf dry weight as well as lower leaf and root N uptake efficiencies. The A2 group displays intermediate characteristics with reduced capacity to use nitrogen resources to produce biomass. Indeed, what clearly distinguishes A2 from A3 is the leaf NUE.

Data from A group (plants under LN) highlight the different strategies of barley genotypes to deal with limiting nitrate as previously suspected from ANOVA (Figure 2 and Supplementary Figure 2). In the most performant genotypes (A3 group), the highest leaf NUE is associated with the highest root nitrogen uptake efficiency, root biomass, and root NUE. Taken together, the data from barley grown under low nitrate show that performance in N use is linked to high root biomass and high N uptake.

Under the HN condition (cluster B), three groups, B1, B2, and B3, display different behaviors. The B1 genotypes are characterized by high leaf and root N uptake, high leaf NUE, and higher leaf and root DW. These B1 genotypes are more performant than the others for nitrogen uptake, translocation, and assimilation; they efficiently use their N resources to produce biomass. The B2 and B3 genotypes are less performant. Indeed, in contrast with B1 genotypes, they exhibit lower N uptake, lower leaf NUE, and lower root dry weight. It is then interesting to focus on what distinguishes B2 from B3. In the B2 group, root biomass is more important than in the B3 group. However, in B2, N uptake in the root is lower than in B3, and as a consequence, there is a lack of N uptake in the shoots that display *per se* low leaf NUE. Then, B3 seems more performant than B2 since, with less root biomass, it can take up nitrogen more efficiently in both root and shoot. Taken together, data from the B group (plants under HN) highlight the different strategies developed by plants to use nitrate when it is not limiting. Performance for N utilization in the shoot is linked to larger roots and higher plant N uptake capacity. Some genotypes (M2, M4, M9) are able to fine-tune their leaf NUE with reduced root biomass.

Interestingly, genotypes with poor performance under LN (sub-cluster A1) also displayed poor performance under HN (B2/B3), and genotypes with high performances under LN (sub-cluster A3) also kept high performances under HN (B1). With the exception of GP and M9, all the other intermediate genotypes from sub-cluster A2 performed relatively better under HN indicating that these genotypes are less tolerant to low nitrate availability than the others. The A1 sub-cluster contains the T6, GP, M2, and M4 genotypes. Interestingly, M2 and M4 belong to B3 and GP and T6 to B2, indicating that they are poorly performant under both LN and HN.

We were able to identify four genotypes M1, M8, E6, and M3 that displayed good performance in both LN and HN. Genotypes that perform poorly under both LN and HN are T6, M2, and M4 due to their reduced root biomass and low N uptake.

Taken together, our data indicate that an increase in the root nitrogen sink strength and of global C content are the most conserved responses to nitrogen limitation among the studied genotypes. The most heterogeneous responses are related to N uptake efficiency and NUE, which highlight different metabolic adaptation strategies to N limitation. Dissecting the molecular mechanisms building such a diversity deserves further attention for a better comprehension of the genetic diversity of plant strategies for adaptation to nitrate limitation.

### Diversity of Amino Acid Concentrations in the Barley Collection Grown Under Low or Ample N Supply

Nitrogen metabolism is strictly related to amino acid composition, which can play diverse roles in plant physiology and tolerance to stress (Rai, 2002; Zeier, 2013; Galili et al., 2016). Thus, to better characterize the nitrogen metabolism in the barley collection, amino acid concentrations were determined in leaves and roots under LN and HN using HPLC.

As expected, total free amino acid concentration was significantly higher under HN than under LN in both shoot and root (Supplementary Figure 3). To know how amino acid distribution between aerial parts and roots is controlled in response to N supply, we compared total amino acid contents in leaves and roots for each genotype. All the genotypes accumulated higher amounts of amino acids in shoot than root under LN except M3 (Figure 3A). The contrast between root and shoot was less important under ample N supply and only four genotypes (GP, M1, M2, M8) contained significantly higher amounts of amino acids under HN.

**FIGURE 3:**
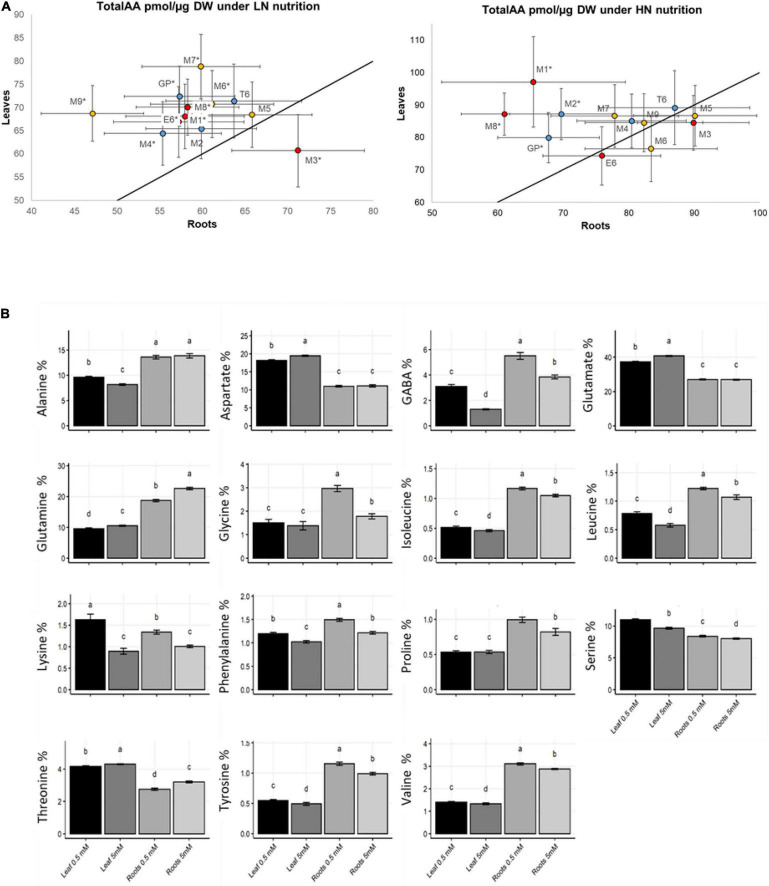
Amino acid distribution in barley leaves and roots under LN and HN. Plants were grown for 14 days under LN or HN then leaves and roots were harvested separately and frozen under liquid nitrogen. Following freezing in liquid nitrogen, AA were quantified by HPLC as indicated in the “Material and Methods.” **(A)** Comparison of total amino acids levels in leaves were plotted against levels in roots of barley genotypes under LN and HN as indicated. The strait line represents the Y = X curve. Bars represent SE. Stars indicate a significant difference between LN and HN for each barley genotype (Student’s test, 13 ≤ *n* ≤ 16, *p* < 0.05). Colors of the dots correspond to the classes defined in Figure 1. **(B)** Individual amino acid % in the barley collection under LN or HN. Four independent experiments were performed. Stars indicate significant difference between LN and HN (Student’s test, 13 ≤ *n* ≤ 16, *p* < 0.05). Bars represent SE.

Since amino acids have different roles in plant metabolism (Häusler et al., 2014), we investigated the influence of N supply on the concentration of individual amino acids. The relative proportion of each amino acid was calculated as % of total amino acids. Globally, the percentages of individual amino acids depended on the organ and the N nutrition (Figure 3B). For instance, in both shoot and root, accumulations of GABA branched-chain amino acids (BCAA: isoleucine, leucine, valine), phenylalanine, serine, tyrosine, and lysine under N limitation was paralleled with a decrease of the percentage of glutamine and threonine. Aspartate and glutamate percentage was also decreased under LN but only in leaves.

Hierarchical clustering based on the relative proportions of individual amino acids was performed independently for the shoot (Figure 4A) and root (Figure 4B). In leaves, clustering clearly separated LN and HN. In the root, there was no HN or LN-dependent clustering.

**FIGURE 4:**
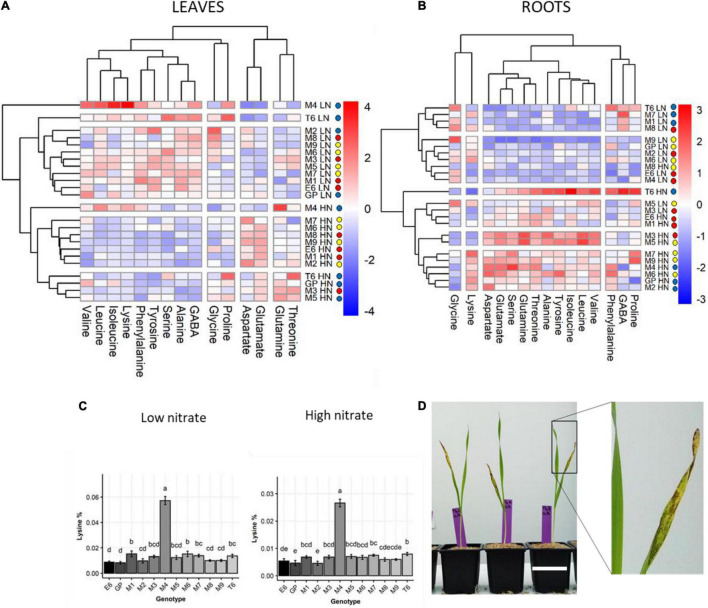
Genetic diversity of amino acid composition in barley leaves and roots under LN and HN. Plants were grown for 14 days under LN or HN then leaves and roots were harvested separately and frozen under liquid nitrogen. The following freezing in liquid nitrogen AA was quantified by HPLC as indicated in the Material and methods. **(A,B)** Hierarchical clustering analysis of the amino acid % under LN or HN in leaves and roots, respectively, showing genotypes sharing similar amino acid profiles. The color scale is based on the value of the normalized mean for each trait. Normalization was made for the LN and HN conditions separately. The colored circles in front of each genotype label represent the above-mentioned group A, B, C in Figure 2. HCA was constructed with the R package. **(C)** Level of lysine in leaves of each genotype under HN or LN. The different letters indicate values significantly different at *P* < 0.05 as determined using R-ANOVA Newman–Keuls (SNK) comparisons. **(D)** Picture showing the senescing phenotype of M4 leaves under LN. An enlargement of the senescing leaf is shown on the right. White scale bar = 5 cm.

Interestingly, HCA facilitated the identification of two genotypes (M4 and T6) that did not cluster with any other genotype irrespective of nutrition or organs (Figure 4). The M4 genotype indeed accumulated five times more lysine in shoot than any other genotype, irrespective of N conditions (Figure 4C). Under low N, M4 also displayed higher proportions of branched-chain amino acids (isoleucine, leucine, and valine) and proline in shoots compared to all the other genotypes (Figure 4A and Supplementary Figure 4). Under high N, in addition to lysine, proportions of glutamine, isoleucine, and leucine were also higher in the M4 shoot compared to other genotypes (Figure 4A and Supplementary Figure 5). The percentage of glutamate and aspartate in the M4 shoot were among the lowest irrespective of N nutrition. Interestingly, the M4 genotype displayed an early senescing phenotype on leaves 12 days after sowing under LN (Figure 4D) that may explain the special amino acid profile of this barley genotype.

The T6 genotype was also quite different from others. It exhibited low glutamate and aspartate percentage in shoot under LN and higher isoleucine, phenylalanine, proline, and leucine percentages (Figure 4A and Supplementary Figure 3). In the root, T6 is characterized by a higher percentage for most of the minor amino acids except lysine and aspartate under HN (Figure 4B and Supplementary Figure 4). Under LN, the T6 root did not distinguish itself from other genotypes. The most prominent amino acid feature of T6 is a higher percentage of serine and proline.

Clustering of the barley genotypes according to their amino acid profiles in roots or leaves (Figure 4) was different from clustering based on physiological traits (Figure 2). This suggests complex relationships between N assimilation and amino acid homeostasis.

### Transcriptional Changes in Limiting N Relative to Ample N Conditions

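Leaf RNA of 3 barley genotypes was sequenced under high nitrate supply (HN, 5 mM) and low nitrate supply (LN, 0.5 mM). The genotypes were Golden Promise (GP), a European spring barley, and the Moroccan varieties Laanaceur (M4) and Oussama (M5). Each of the 6 groups had 3 libraries, numbered from the replicate numbers 1 to 4. GP HN and M4 HN held replicates 1, 2 and 4, GP LN 1, 2 and 3, and M4 LN 1, 3 and 4. Both M5 groups held 1, 2 and 3. In GP and M4, LN and HN libraries therefore differ in replicate number as well as in nitrate supply. The paper gives 14 days after sowing as the time of harvest, while the sample labels give 1 planting date, with harvests 14 and 21 days later for the replicate numbers 1 and 2, and on 22 March and 12 April of the following year for 3 and 4. The label of GP HN replicate 1 gives an age of 14 days and no dates. For M4 HN replicate 4, the title says HN and the treatment label says 0.5 mM nitrate, and it was kept as HN. The files hold the authors' STAR counts per gene of the Morex reference, made from single reads after trimming and removal of rRNA reads. Total reads per library, in units of 1000000 reads, ranged from 23.5 to 26.5 in GP HN (median 25.3), 15.6 to 28.7 in GP LN (28.1), 19.0 to 29.1 in M4 HN (26.3), 24.7 to 28.3 in M4 LN (27.8), 16.6 to 26.8 in M5 HN (24.1) and 15.3 to 22.3 in M5 LN (21.7). The paper's text states 5 to 62 of these units per sample, and the values given here use the files. Reads on the sense strand of genes, which entered the tests, came to 11.8 to 22.3 units per library. GP HN replicate 1 held genes counted elsewhere in M4 alone at 16.5% of their M4 level. GP LN replicate 1 held genes counted elsewhere in M5 alone at 45.5% of their M5 level. Both libraries were kept. Counts were normalized by TMM and scaled to 1000000 reads (CPM). The 19021 genes with a CPM above 1 in at least 3 libraries were fitted with edgeR, with the 6 groups and the replicate number as terms, as in the paper's methods. The quasi-likelihood test was used, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors (SE) are those of the fitted log2 fold change (log2 FC).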

To further characterize the molecular processes taking place in barley in response to nitrate limitation, an RNAseq transcriptomic approach was undertaken on leaves of three barley genotypes displaying different physiological responses to N supply: GP, M4, and M5. This approach is aimed at identifying genes that are related to barley adaptation to nitrate limitation. The rationale behind the choice of these three genotypes was the following. First, the M4 genotype displays very poor adaptation to low N with early senescing leaves under LN while the M5 genotype had intermediate N adaptation traits under LN with high leaf and root N uptake efficiencies and leaf and root biomass under LN as shown in HCA (Figures 2, 4). The GP genotype was included since it is one of the most used genotypes in barley genomics studies. In addition, the poor response of GP PNUE to N availability is a shared feature with M5 (Figure 1). 

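In M5 leaves, HORVU3Hr1G108680, which encodes a basic helix-loop-helix (bHLH) transcription factor, fell from 128.6 ± 29.3 CPM under HN (SD, n = 3) to 3.57 ± 1.74 under LN. HORVU1Hr1G089460, whose product the files and the paper's tables do not name, rose in M5 from 0.579 ± 0.243 to 3.75 ± 0.628 CPM. In GP the same bHLH gene was at 229.8 ± 110 CPM under HN and 14.9 ± 3.66 under LN, and in M4 at 4.09 ± 0.468 and 3.54 ± 2.65. The log2 FC of the bHLH gene was -5.1 in M5 (SE 0.618, adjusted p = 0.0156 from edgeR's quasi-likelihood test) and -3.97 in GP, where it was not called (adjusted p = 0.0706 from edgeR's quasi-likelihood test, the lowest of GP). HORVU1Hr1G089460 had a log2 FC of 2.74 (SE 0.350, adjusted p = 0.0156 from the same edgeR test). The quasi-likelihood test called 12 genes in M5, of which 1 was higher and 11 were lower under LN. It called 0 genes in GP and 0 in M4, with 1046 and 1482 genes at an unadjusted p under 0.05, against 1405 in M5. Chance alone would put a share of 0.05 of the 19021 tested genes there. The unadjusted counts therefore do not measure how many genes responded to LN. Without single libraries the unadjusted counts ranged from 540 to 2628 in GP, 850 to 2362 in M4 and 736 to 2099 in M5, and without both GP replicate 1 libraries that of GP was 449. The edgeR likelihood ratio test called 21 genes in GP, 6 in M4 and 94 in M5, DESeq2 called 33, 21 and 196, and limma-voom 5, 0 and 10. Without the replicate block, edgeR called 5 genes in GP, the bHLH gene among them (adjusted p = 0.0105), and HORVU1Hr1G089460 was not called in M5 (adjusted p = 0.0744). The M5 count moved with single libraries, to 53 genes without M5 LN replicate 3 and to 1 gene without M5 HN replicate 1, M5 HN replicate 3, M5 LN replicate 1 or M5 LN replicate 2. Neither the bHLH gene nor HORVU1Hr1G089460 was called in M5 in the fits with 1 gene (adjusted p up to 0.166 for each, edgeR). The GP count was 7 without GP HN replicate 4. Without both GP replicate 1 libraries 4 genes were called in M5, and HORVU1Hr1G089460 was not among them (adjusted p = 0.0532, edgeR). GO categories were not analysed here, since no table in hand pairs these gene IDs with GO terms.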

Significant GO overrepresented functions encoded by genes differentially expressed in the three genotypes were found to be related to stress responses, defense, signaling, and cytoskeleton remodeling (Figure 5). The differential regulation of defense-related genes prompted us to test the impact of N on barley tolerance to *Pyrenophora teres* Drechsler (anamorph *Drechslera teres*) one of the major pathogens affecting barley especially in Morocco (Jebbouj and El Yousfi, 2009; Backes et al., 2021a). Disease severity was higher under HN compared to LN in M5 and GP (Supplementary Figure 6).

**FIGURE 5:**
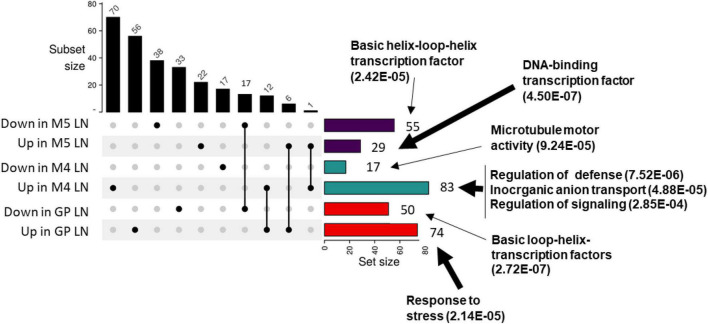
Differentially regulated genes under LN and HN in GP, M4, and M5. Plants were grown for 14 days under LN or HN then leaves were frozen under liquid nitrogen. RNA was extracted from leaves and RNAseq was performed as indicated in “Materials and Methods” section. Upset plot for overlapping up and down differentially expressed genes in M4, M5, and GP barley genotypes under LN or HN. The number of genes in each category is indicated on top of each bar. Functional categories overrepresented in the set of genes are indicated next to the arrows (geneontology.org). Thick arrows indicate up-regulated genes, thin arrows indicate down-regulated genes.

In order to determine genes differentially expressed in the three genotypes and that could be candidate markers for nitrate limitation, we looked for genes commonly regulated in the three genotypes in LN vs. HN. 

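The bHLH gene HORVU2Hr1G013450 was at 55.99 ± 29.9 CPM in GP under HN and 6.88 ± 3.46 under LN (SD, n = 3). In M5 it fell from 67.1 ± 24.6 to 5.37 ± 3.08 CPM (log2 FC -3.63, SE 0.463, adjusted p = 0.0156 from edgeR's quasi-likelihood test). This call was lost without M5 HN replicate 1, M5 HN replicate 3, M5 LN replicate 1 or M5 LN replicate 2 (adjusted p up to 0.235, edgeR). It was also lost with only the groups compared (adjusted p = 0.0796, edgeR). In M4 it was at 3.22 ± 0.384 and 3.83 ± 0.342 CPM. No gene passed edgeR's quasi-likelihood test in the same direction in 2 or 3 genotypes (0 of 19021). At an unadjusted p under 0.05 in each genotype, 13 genes were higher and 8 were lower under LN in all 3, where independent lists of these sizes would share 0.6 and 0.9. In pairs, GP and M4 shared 115 higher and 73 lower genes, GP and M5 49 and 80, and M4 and M5 61 and 47. For the pairs, independent lists would share 20.8, 20.0, 14.6, 24.1, 21.5 and 32.9 genes in the same order. The genotypes share no library, although they share the replicate terms of the fit. In GP and in M4 only the LN group held replicate 3, so both fitted responses carry the term of that replicate. That alone can make the lists of GP and M4 agree. For this pair and for all 3 genotypes, the numbers for independent lists are therefore no fair measure of chance. The GP replicate 1 libraries also held genes of M4 alone (16.5% of their M4 level, HN) or of M5 alone (45.5% of their M5 level, LN). These overlaps were not counted without them. Genes called in the same direction in 2 or more genotypes came to 14 with the edgeR likelihood ratio test, 16 with DESeq2 and 3 with limma-voom, of which 0 in each case were called in all 3 genotypes. Without the replicate block the edgeR count was 5, and HORVU2Hr1G013450 was called in GP (adjusted p = 0.0307, edgeR). The count was 6 without GP HN replicate 4.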

There were no common genes with similar expression profiles in the three genotypes. However, 12 genes were up-regulated both in GP and M4 (Supplementary Table 4). They encode functions related to senescence, stress response, and ionic transport. 

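HORVU3Hr1G088190, annotated as a heavy metal transport and detoxification protein, was at 8.86 ± 4.22 CPM in GP under HN and 22.96 ± 4.06 under LN (SD, n = 3), and at 4.87 ± 1.60 and 22.93 ± 9.62 CPM in M4. HORVU1Hr1G057880, annotated as a eukaryotic release factor, was at 0.757 ± 0.202 CPM in GP under HN and at 69.6 ± 119 under LN. The latter mean rests on GP LN replicate 3 with 206.6 CPM, against 1.15 and 0.950 in the other GP LN libraries. All 12 genes marked in the paper's table for both GP and M4 had a higher fitted level under LN in both genotypes, with a median log2 FC of 1.26 in GP (range 0.99 to 4.12) and 1.34 in M4 (range 0.74 to 2.79). Every LN library lay above every HN library for 11 genes in GP and for 12 in M4, where chance separates 10% of genes in 1 direction or the other. This count takes no account of the replicate numbers, which differ between LN and HN in both genotypes. None of the 12 was called (adjusted p = 0.833 in GP and 0.617 to 0.787 in M4 from edgeR's quasi-likelihood test). At an unadjusted p under 0.05 there were 11 genes in GP and 9 in M4, and 4 in GP without both GP replicate 1 libraries. Adjusted over the list alone, that is over the 19 genes of the table, 8 of the 12 passed in GP and 9 in M4. The study chose the list on these samples, so these counts are not independent evidence.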

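HORVU5Hr1G081500, a senescence-inducible chloroplast protein of chlorophyll breakdown, was at 11.9 ± 1.13 CPM under HN and 28.3 ± 14.1 under LN in GP (SD, n = 3), and at 17.5 ± 3.45 and 33.3 ± 5.97 in M4. HORVU5Hr1G062290 encodes a jasmonate-zim-domain protein, a repressor in jasmonate signaling, and was at 12.1 ± 5.56 and 47.96 ± 23.8 CPM in GP and at 11.6 ± 0.526 and 60.8 ± 20.4 in M4. The phosphate transporter gene HORVU5Hr1G068060 was at 18.2 ± 1.46 and 42.3 ± 1.12 CPM in GP and at 17.1 ± 1.51 and 43.6 ± 9.09 in M4. The log2 FCs of these genes in the order given were 1.12, 1.96 and 1.22 in GP and 0.74, 2.21 and 1.36 in M4. None passed edgeR's quasi-likelihood test, and every LN library lay above every HN library in both genotypes. In M5 the values were 0.21, 1.07 and 0.53.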

Interestingly, the nitrate transporter encoding gene annotated *HvNRT2.10* (HORVUHr098550 orthologous to *AtNRT2.7*) is up-regulated in GP and M4. 

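HvNRT2.10 (HORVU7Hr1G098550), which encodes a nitrate transporter, was at 2.54 ± 1.04 CPM under HN and 14.8 ± 7.92 under LN in GP (SD, n = 3). In M4 it was at 3.42 ± 0.353 and 22.2 ± 13.5 CPM. Every LN library lay above every HN library in both genotypes. The log2 FC was 2.49 in GP (SE 0.861, unadjusted p = 0.0128 and adjusted p = 0.833 from edgeR's quasi-likelihood test) and 2.79 in M4 (SE 0.850, unadjusted p = 0.00609 and adjusted p = 0.617 from the same edgeR test). Single left-out libraries and the fits added later aside, the adjusted p over the alternatives lay between 0.324 and 0.970 in GP and between 0.185 and 0.826 in M4. The gene was not called in either genotype under any of these.

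**Figure D1:**
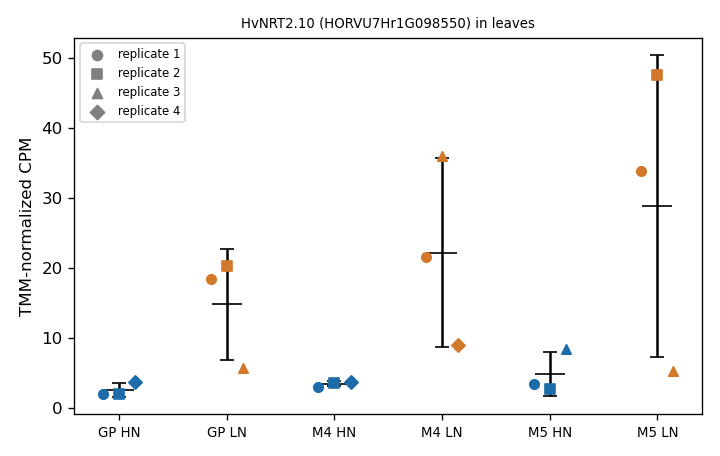
HvNRT2.10 in leaves in TMM-normalized CPM, by genotype and nitrate supply. Each point is a library, with its replicate number shown by the shape, and the lines give the mean and the SD (n = 3). The LN means lie at 14.8 CPM in GP, 22.2 in M4 and 28.9 in M5, and M5 LN replicate 3 lies among the HN libraries.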

Although not statistically significant, we could observe an up-regulation of this gene in M5 LN compared to HN with a *p*-value close to the level of significance (*p* = 0.06). These data suggest that *HvNRT2.10* is commonly up-regulated in the three genotypes further supporting this gene as a candidate involved in nitrate nutrition under N limitation. 

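In M5, HvNRT2.10 was at 4.81 ± 3.13 CPM under HN and 28.9 ± 21.6 under LN (SD, n = 3), a log2 FC of 2.52. The groups overlapped, since HORVU7Hr1G098550 had 5.20 CPM in M5 LN replicate 3 and 8.40 in M5 HN replicate 3. It was not called (SE 0.829, unadjusted p = 0.00977 and adjusted p = 0.433 from edgeR's quasi-likelihood test). The adjusted p lay between 0.0695, without M5 LN replicate 3, and 1 when single libraries were left out, and between 0.120 and 0.551 over the other alternatives.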

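Averaged over the 3 genotypes, the log2 FC of HvNRT2.10 (HORVU7Hr1G098550) was 2.60 (SE 0.482), with a higher mean under LN in each genotype. This average was not called (unadjusted p = 0.000133 and adjusted p = 0.147 from edgeR's quasi-likelihood test). It was called without the replicate block (adjusted p = 0.0166 from the same edgeR test), with the harvest season as the block (adjusted p = 0.0352, edgeR), with the edgeR likelihood ratio test (adjusted p = 6.39e-05), with DESeq2 (adjusted p = 0.000135) and without M5 LN replicate 3 (adjusted p = 0.0155, edgeR's quasi-likelihood test). Without single libraries the adjusted p lay between 0.0155 and 0.332. From the response in GP and M4 and the value in M5, the paper proposes that HvNRT2.10 is up-regulated in all 3 genotypes and is a candidate gene for nitrate nutrition under N limitation.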

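Genes for RAD-like transcription factors, of the MYB-related type, and for iron proteins had higher levels under LN in GP and M5. RAD-like 1 (HORVU1Hr1G089510) was at 0.0626 ± 0.0549 CPM under HN and 3.15 ± 1.45 under LN in M5 (SD, n = 3), a further RAD-like 1 gene (HORVU1Hr1G089490) at 1.10 ± 0.272 and 8.77 ± 3.79, and RAD-like 6 (HORVU1Hr1G089500) at 0.943 ± 0.725 and 8.05 ± 3.36. Ferritin 4 (HORVU5Hr1G047730), which stores iron, was at 36.9 ± 9.09 and 96.2 ± 47.1 CPM in GP and at 38.1 ± 12.0 and 103.4 ± 46.8 in M5. The ferric reductase gene HORVU6Hr1G060720 was at 37.7 ± 14.6 and 82.4 ± 12.5 CPM in GP and at 55.8 ± 9.49 and 91.3 ± 6.17 in M5, and the iron-sulfur protein gene HORVU5Hr1G078960 at 22.3 ± 12.4 and 60.8 ± 11.4 in GP and at 30.1 ± 10.1 and 61.1 ± 5.16 in M5. The RAD-like genes had log2 FCs of 5.50, 2.84 and 3.20 in M5 and of 2.55, 1.27 and 0.92 in GP, and the iron genes of 1.43, 0.72 and 1.03 in M5 and of 1.44, 1.27 and 1.69 in GP. None of the 6 was called (adjusted p = 0.173 to 0.388 in M5 and 0.158 to 0.845 in GP from edgeR's quasi-likelihood test). Unadjusted p-values were under 0.05 for 6 genes in M5 and 4 in GP, and for 3 in GP without both GP replicate 1 libraries. All LN libraries lay above all HN libraries for each of the 6 in both genotypes, where chance separates 10% of genes, counting either direction. In GP, LN and HN libraries also differed in replicate number. Adjusted over the list alone (19 genes, chosen by the study on these samples and so not independent evidence), 6 passed in M5 and 3 in GP. In M4 the median log2 FC of the 6 was -0.08, with the RAD-like genes between -0.50 and -0.36 and the iron genes between 0.21 and 0.86, none of them called.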

Six genes were found to be commonly down-regulated in GP and M5, three of them encode transcription factors, and the three others encode iron-containing proteins (Supplementary Table 5).

Together, these data indicate that functions related to stress, immunity, signaling, senescence, and ionic transport are affected by N limitation in barley.

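Of the 19 genes of Supplementary Table 3, which covers senescence, stress, signaling and ionic transport, 18 passed in the average over the genotypes when adjusted over the list alone, with a median log2 FC of 1.13. The medians were 1.27 in GP, 0.95 in M4 and 0.66 in M5, and 0 of the 19 were called over all genes in each (edgeR's quasi-likelihood test, with 15, 10 and 8 at an unadjusted p under 0.05). Without both GP replicate 1 libraries, 7 of the 19 had an unadjusted p under 0.05 in GP. Without single libraries this held for 6 to 16 of the 18 genes that the paper marks for GP, 6 to 13 of the 13 for M4 and 7 of the 7 for M5. Over all genes, the edgeR likelihood ratio test called 2 of the 18 genes marked for GP, 1 of the 13 for M4 and 4 of the 7 for M5, and DESeq2 called 2, 2 and 5. As a set, the list was higher under LN than other genes in GP (camera, adjusted p = 2.63e-24, and adjusted p = 0.00559 with an estimated correlation), in M4 (adjusted p = 4.93e-12, and 0.0280 with an estimated correlation) and in M5 (adjusted p = 1.59e-12, and 0.0280 with an estimated correlation). All of these calls hold with the estimated correlation, while without the filter on low counts those of M4 and M5 end there (adjusted p = 0.0720 and 0.0789 with an estimated correlation). The list was chosen by the study on these samples, so the set tests are not independent evidence.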

### Genotypic Diversity of Barley Transcriptome Supports Amino-Acid Profiles

Since we found that lysine was highly accumulated in M4 leaves compared to the other genotypes, we investigated genes involved in the lysine metabolic pathway in the transcriptome of M4 compared to the two other genotypes M5 and GP. 

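Replicates lay further apart under LN than under HN. For 74.4% of the 19021 genes (95% exact binomial interval 73.8 to 75.0%), the variance of log2 CPM between replicates, pooled over the 3 genotypes, was larger under LN. The median variance was 0.0331 under HN and 0.0836 under LN, and edgeR's common coefficient of biological variation was 15.5% in the 9 HN libraries and 28.2% in the 9 LN libraries. Genes are not independent replicates, so this interval is too narrow and no p is given. The share was 68.2% when the replicate numbers were not removed and 67.7% without both GP replicate 1 libraries. It was 57.1% without replicate 1 and 51.8% without replicate 3. Every LN group held replicate 3, and under HN only M5 did. A spread tied to replicate 3 therefore cannot be told apart from one tied to nitrate supply.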

For this purpose, the transcriptomic profile of M4 was compared to the average of the transcript levels of each gene in GP and M5 (hereafter referred to as “GP+M5”) under HN because of the variance of the transcriptome under HN was lower than under LN (data not shown). Lysine is synthesized through a branch of the Asp family pathway. The first reactions leading to lysine biosynthesis (Jander and Joshi, 2009) are catalyzed by aspartate kinase, dihydrodipicolinate synthase, and reductase. 

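Under HN, transcripts of the aspartate kinase gene HORVU7Hr1G085930 and of the dihydrodipicolinate reductase gene HORVU1Hr1G078290, both of lysine synthesis, were counted in every GP and M4 library and in no M5 library. Whether these genes are silent in M5, lost or too different in sequence from the Morex reference to map was not tested. The lysine histidine transporter 1 genes HORVU7Hr1G074640 and HORVU7Hr1G074660 and the lysine catabolic gene HORVU6Hr1G083050 had their highest levels in M4. Of 8 genes of lysine synthesis, breakdown and transport that the paper names, 4 were called higher in M4 than in the mean of GP and M5 (GP+M5) and 0 were called lower by edgeR's quasi-likelihood test over all genes. Adjusted over the list alone, 6 were higher and 1 was lower. The median log2 FC was 1.56, also with genes at 0 in M5 set to the floor of 3 counts over the group. As a set, the 8 genes were higher in M4 than other genes were (camera, adjusted p = 2.24e-05, and adjusted p = 0.0260 with an estimated correlation), and fry gave an adjusted p of 0.000407 for a shift to higher levels. The study chose these genes on the same samples, so these results are not independent evidence.

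**Figure D2:**
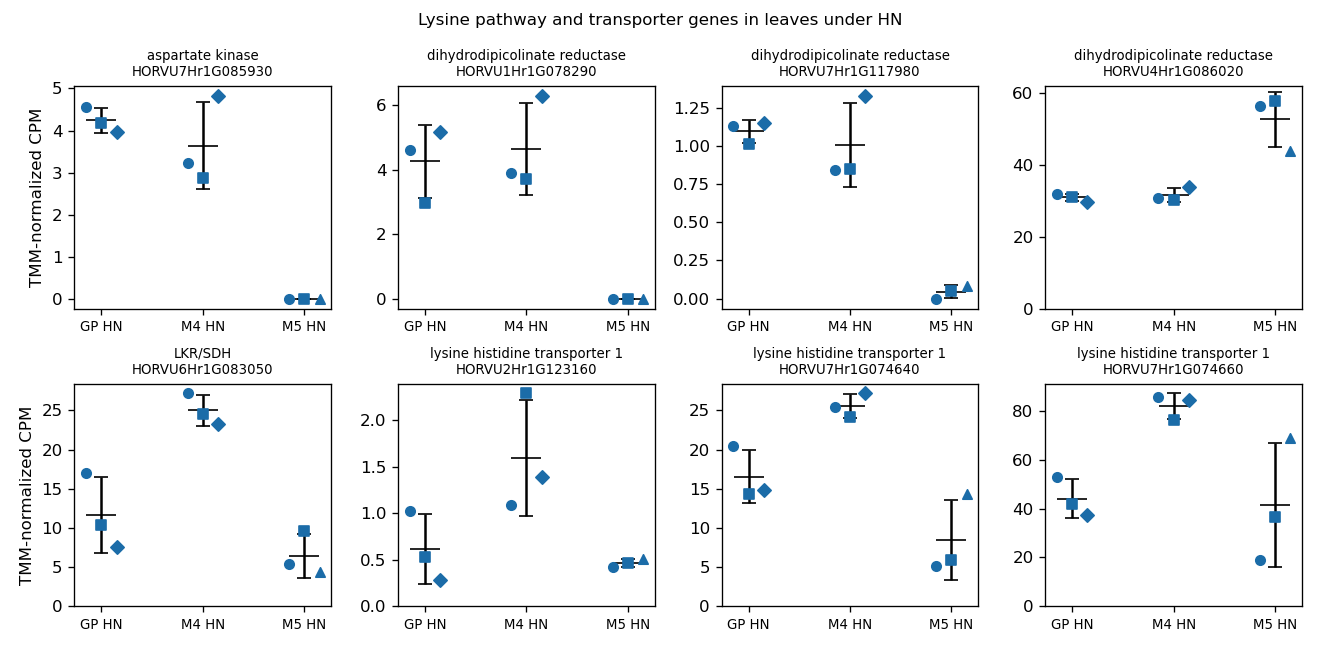
The 8 lysine genes in leaves under HN, in TMM-normalized CPM with an axis from 0 of its own per gene. Points are libraries of GP, M4 and M5, with the mean and SD (n = 3), and shapes give the replicate number (circle 1, square 2, triangle 3, diamond 4). M5 is at 0 for HORVU7Hr1G085930 and HORVU1Hr1G078290, and M4 lies above GP and M5 for HORVU6Hr1G083050.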

At least eight genes putatively involved in lysine biosynthesis, degradation, and transport were differentially expressed in M4 compared to M5+GP. Two genes encoding putative dihydrodipicolinate reductase (*HORVU1Hr1G078290* and *HORVU7Hr1G117980*) are up-regulated in M4 and a third one putatively encoding the same enzyme (*HORVU4Hr1G086020*) was down-regulated (Figure 6). 

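Dihydrodipicolinate reductase HORVU1Hr1G078290 was at 4.26 ± 1.14 CPM in GP, 4.64 ± 1.42 in M4 and 0 in M5 under HN (SD, n = 3). HORVU7Hr1G117980 was at 1.10 ± 0.0758 in GP, 1.01 ± 0.276 in M4 and 0.0454 ± 0.0427 in M5, where each library had 0 or 1 counts. HORVU4Hr1G086020 was at 30.9 ± 1.08 in GP, 31.7 ± 1.99 in M4 and 52.6 ± 7.66 in M5. HORVU1Hr1G078290 was called against GP+M5 (adjusted p = 0.000810 from edgeR's quasi-likelihood test). Its level in M4 was at least 77.2-fold higher than in M5, and that in GP at least 70.9-fold higher, against the floor of 3 counts over the M5 group. Loss of HORVU1Hr1G078290 from M5, or a sequence there too different to map, would give such folds too and was not tested. HORVU7Hr1G117980 had a log2 FC of 2.11 (SE 0.527, adjusted p = 0.0291 from the same edgeR test). Against GP alone, M4 differed by a log2 FC of 0.10 and -0.15 for these genes (adjusted p = 0.937 and 0.927, edgeR's quasi-likelihood test), and with GP and M5 pooled into 1 group neither was called (adjusted p = 0.800 and 0.835, edgeR). The call of HORVU7Hr1G117980 was lost in 7 of the 9 fits without single HN libraries of the comparison, with adjusted p up to 0.116. HORVU4Hr1G086020 had a log2 FC of -0.39 and was not called (SE 0.124, adjusted p = 0.0927 from edgeR's quasi-likelihood test), although DESeq2 and counts on either strand called it. Over the alternatives, its adjusted p lay between 0.0182 and 0.519. Against M5 alone it was lower in M4, by a log2 FC of -0.80 (adjusted p = 0.00438, edgeR's quasi-likelihood test).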

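Aspartate kinase catalyzes the first step of the pathway, and its gene HORVU7Hr1G085930 was at 4.24 ± 0.302 CPM in GP, 3.63 ± 1.03 in M4 and 0 in M5 under HN (SD, n = 3). Lysine histidine transporter 1 genes, for amino acid import, were HORVU2Hr1G123160 at 0.614 ± 0.377 in GP, 1.59 ± 0.622 in M4 and 0.466 ± 0.0408 in M5, HORVU7Hr1G074640 at 16.5 ± 3.39, 25.6 ± 1.54 and 8.46 ± 5.10, and HORVU7Hr1G074660 at 44.0 ± 7.96, 82.2 ± 5.29 and 41.5 ± 25.4 in the same order. HORVU7Hr1G085930 was called against GP+M5 (adjusted p = 0.00101 from edgeR's quasi-likelihood test). M4 was at least 60.5-fold higher than M5 and GP at least 70.6-fold higher, against the floor of 3 counts over the M5 group, while M4 and GP differed by a log2 FC of -0.27 (adjusted p = 0.784, edgeR). Loss of this gene from M5, or a sequence there too different to map, was not tested. With GP and M5 pooled into 1 group the call ended (adjusted p = 0.896, edgeR). HORVU2Hr1G123160 was called with a log2 FC of 1.59 (SE 0.413, adjusted p = 0.0362 from edgeR's quasi-likelihood test). With GP and M5 pooled its adjusted p was 0.0720 (edgeR), and where a difference from both was asked for it was 0.131 (edgeR). It lost the call in 8 of 9 fits without single HN libraries, where the adjusted p lay between 0.00634 and 0.260. The other transporter genes were not called, with log2 FCs of 1.18 (SE 0.497, adjusted p = 0.223, edgeR's quasi-likelihood test) and 0.93 (SE 0.372, adjusted p = 0.195, same test). HORVU7Hr1G074660 was called without M5 HN replicate 3 (adjusted p = 0.0101, edgeR), and HORVU7Hr1G074640 in a fit of the HN groups alone (adjusted p = 0.0182, edgeR).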

A gene encoding a putative aspartate kinase (*HORVU7Hr1G085930*) and three genes encoding putative lysine histidine transporter 1 (*HORVU2Hr1G123160*, *HORVU7Hr1G074640*, and *HORVU7Hr1G074660*) were found to be up-regulated in M4 (see RNAseq data). In addition, a gene encoding the bifunctional Lys-ketoglutarate reductase/saccharopine dehydrogenase was found to be upregulated in M4 compared to GP+M5 (*HORVU61G083050*). In addition to lysine accumulation, M4 leaves accumulate higher levels of BCAA (leucine, isoleucine, and valine, Figure 4 and Supplementary Figures 4, 5). 

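The gene of the bifunctional enzyme, HORVU6Hr1G083050, was at 11.7 ± 4.86 CPM in GP, 25.0 ± 2.00 in M4 and 6.43 ± 2.81 in M5 under HN (SD, n = 3). Each M4 library lay above each GP and M5 library. The log2 FC against GP+M5 was 1.53 and was not called (SE 0.777, adjusted p = 0.344 from edgeR's quasi-likelihood test). Adjusted over the list alone, over the 8 lysine genes, its adjusted p was 0.0707 with the same edgeR test. It was called in a fit of the HN groups alone without the replicate block (adjusted p = 0.00347, edgeR), and over all alternatives the adjusted p lay between 0.00347 and 0.674. The fit of all 6 groups takes in GP LN replicate 3, where HORVU6Hr1G083050 had 147.8 CPM.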

Consistently, genes encoding three key steps involved in BCAA biosynthesis were found to be differentially expressed in M4 compared to GP+M5 as follows (Binder et al., 2007; Binder, 2010). 

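Of 10 genes of branched-chain amino acid (BCAA) metabolism that the paper names, 3 were called higher and 3 lower in M4 than in GP+M5 under HN by edgeR's quasi-likelihood test. Higher were a transaminase (HORVU2Hr1G096380), a threonine aldolase (HORVU1Hr1G046630) and an isopropylmalate dehydrogenase (HORVU3Hr1G000570). The latter was called against the mean of the log2 levels of GP and M5, its level in M4 lying between theirs. Lower were the threonine aldolases HORVU2Hr1G097910 and HORVU4Hr1G085690 and the isopropylmalate dehydrogenase HORVU3Hr1G069300. Adjusted over the list alone, 6 were higher and 3 lower. The median log2 FC was 0.42, also with genes at 0 in M5 set to the floor. As a set, the list did not shift against other genes (camera, adjusted p = 0.997, and adjusted p = 0.997 with an estimated correlation), while fry gave an adjusted p of 3.79e-07 for changes in either direction. Since the study took the list from these samples, the counts are not independent evidence.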

The branched-chain amino acid transaminase encoding genes *HORVU2Hr1G096380*, *HORVU3Hr1G032400* are upregulated in M4 by a log2 fold change (log2 FC) of 1 and 1.4, respectively. 

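The transaminase gene HORVU2Hr1G096380, for the last step of BCAA synthesis, was at 1.81 ± 0.479 CPM in GP, 3.17 ± 0.552 in M4 and 1.38 ± 0.127 in M5 under HN (SD, n = 3). HORVU3Hr1G032400 was at 12.2 ± 13.2 in GP, 106.4 ± 7.29 in M4 and 133.6 ± 11.9 in M5. In GP HN, HORVU3Hr1G032400 had 27.4 CPM in replicate 1, the library with M4 transcripts, and 5.68 and 3.51 CPM in the other libraries. HORVU2Hr1G096380 was called against GP+M5 with a log2 FC of 1.07 (SE 0.230, adjusted p = 0.0128 from edgeR's quasi-likelihood test). The call was lost without GP HN replicate 4, M4 HN replicate 2 or M4 HN replicate 4, and without single libraries the adjusted p lay between 0.0100 and 0.122. It was also lost where a difference from both GP and M5 was asked for (adjusted p = 0.0761, edgeR). HORVU3Hr1G032400 had a log2 FC of 1.61 and was not called (SE 0.685, adjusted p = 0.231 from the same edgeR test). Without both GP replicate 1 libraries it was called (log2 FC 2.16, adjusted p = 1.43e-05, edgeR's quasi-likelihood test), a fit chosen after seeing the data, while the alternatives set beforehand gave an adjusted p between 0.0705 and 0.837. It was higher in M4 than in GP (log2 FC 3.52, adjusted p = 0.0261, edgeR) and differed from M5 by -0.30.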

The threonine aldolase encoding genes *HORVU2Hr1G097910* and *HORVU4Hr1G085690* are down-regulated in M4 by a log2 FC of -.53 and -.6, while *HORVU1Hr1G046630* is up-regulated by a log2 FC of 1.26. 

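Threonine aldolase, which draws on threonine, had a gene with its highest level in M4 and further genes with their lowest. HORVU1Hr1G046630 was at 3.53 ± 0.807 CPM in GP, 13.4 ± 1.48 in M4 and 8.80 ± 1.59 in M5 under HN (SD, n = 3). HORVU2Hr1G097910 was at 17.7 ± 1.81, 14.2 ± 1.47 and 24.1 ± 3.28, and HORVU4Hr1G085690 at 21.95 ± 3.34, 15.6 ± 2.04 and 25.6 ± 3.23 in the same order. HORVU1Hr1G046630 was called with a log2 FC of 1.26 (SE 0.204, adjusted p = 0.00191 from edgeR's quasi-likelihood test). HORVU2Hr1G097910 had a log2 FC of -0.53 (SE 0.130, adjusted p = 0.0258, edgeR's quasi-likelihood test) and HORVU4Hr1G085690 of -0.60 (SE 0.152, adjusted p = 0.0326, edgeR). The latter pair lost the call in 7 and 8 of the 9 fits without single HN libraries, with adjusted p up to 0.128 and 0.175 (edgeR). Without both GP replicate 1 libraries HORVU4Hr1G085690 was not called (adjusted p = 0.0516, edgeR). None of these genes was called with GP and M5 pooled into 1 group or where a difference from both was asked for.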

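Isopropylmalate dehydrogenase acts in leucine synthesis. Its gene HORVU3Hr1G059060 was at 794.8 ± 74.6 CPM in GP, 936.5 ± 59.6 in M4 and 677.9 ± 22.5 in M5 under HN (SD, n = 3), and HORVU2Hr1G124400 at 70.1 ± 13.2, 114.6 ± 10.4 and 122.6 ± 20.1. HORVU7Hr1G066450 was at 11.4 ± 1.05, 23.2 ± 1.69 and 22.2 ± 2.11, and HORVU3Hr1G000570 at 6.62 ± 0.526, 2.15 ± 0.634 and 0 in the same order. HORVU3Hr1G000570 was called higher in M4 against GP+M5 (adjusted p = 0.00553 from edgeR's quasi-likelihood test). M4 was at least 35.7-fold above M5 and GP at least 110-fold, against the floor of 3 counts over the M5 group, and with M5 at this floor the log2 FC was 1.77. Whether HORVU3Hr1G000570 is silent in M5, lost or too different in sequence to map was not tested. Against GP alone it was lower in M4 (log2 FC -1.65, adjusted p = 0.0183, edgeR). With GP and M5 pooled into 1 group the direction turned (log2 FC -0.65, adjusted p = 0.904, edgeR). The others were not called, with log2 FCs of 0.31 for HORVU3Hr1G059060 (SE 0.121, adjusted p = 0.177, edgeR's quasi-likelihood test), 0.30 for HORVU2Hr1G124400 (SE 0.171, adjusted p = 0.426, same test) and 0.52 for HORVU7Hr1G066450 (SE 0.178, adjusted p = 0.118, same test).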

The isopropylmalate dehydrogenase encoding genes *HORVU2Hr1G124400*, *HORVU3Hr1G059060*, *HORVU3Hr1G000570* are up-regulated in M4 by a log2 FC of 0.35, 3.35, and 0.54, respectively while *HORVU7Hr1G066450* is down-regulated in M4 by a log2 FC of -6.58.

**FIGURE 6:**
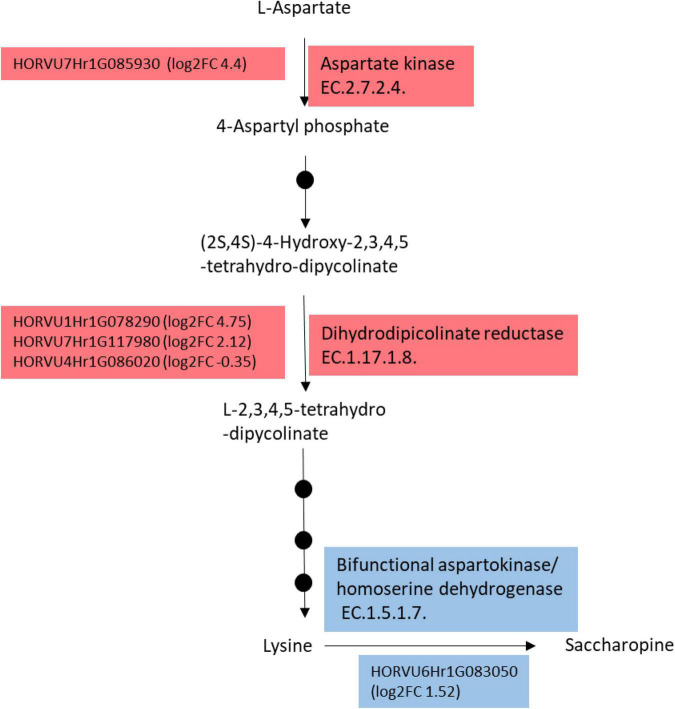
Simplified Lysine biosynthesis and catabolism pathways were found to be differentially expressed in M4 compared to GP and M5. Genes encoding enzymes of these pathways are indicated with their accession numbers in front of the corresponding enzyme. For each gene, the log2 of the fold change (log2FC) corresponds to the expression in M4 compared to the mean of the gene expression level in M5 and GP. Red and blue boxes correspond to biosynthesis and catabolism of lysine, respectively. Black dots represent intermediate enzymatic steps that were omitted for simplification.

Thus, transcriptomic data are consistent with the M4 phenotype and its amino acid composition profile.

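Under HN, 2 genes that the files and the paper's tables do not name had 0 counts in M4. HORVU3Hr1G023700 was at 36.8 ± 4.09 CPM in GP and 35.2 ± 3.36 in M5 (SD, n = 3), and HORVU7Hr1G021110 at 27.9 ± 5.97 and 29.3 ± 1.50. HORVU6Hr1G092630 was at 164.9 ± 53.5 CPM and HORVU2Hr1G126200 at 26.8 ± 1.81 in M4, with 0 counts in M5. In GP, HORVU6Hr1G092630 was counted under HN only in replicate 1, the library with M4 transcripts, with 28.2 CPM. Whether genes at 0 counts in a genotype are silent there, lost or too different in sequence to map was not tested. Against floors of 3 counts over the group at 0, HORVU3Hr1G023700 was at least 696-fold lower in M4 than in GP, HORVU7Hr1G021110 at least 529-fold lower, HORVU6Hr1G092630 at least 2750-fold higher than in M5 and HORVU2Hr1G126200 at least 447-fold higher. These had the largest fitted changes among 464 higher and 412 lower genes that were called with every M4 library beyond every GP and M5 library. The call of HORVU6Hr1G092630 was lost without M4 HN replicate 2 or M4 HN replicate 4, with GP and M5 pooled, and where a difference from both GP and M5 was asked for (adjusted p up to 0.110, edgeR). Over all genes, edgeR's quasi-likelihood test called 1290 in M4 against GP+M5, 741 higher and 549 lower. Of these, 491 differed in the same direction from both GP and M5, and 680 were called with GP and M5 pooled into 1 group. The count was 735 without M4 HN replicate 1, 749 without M4 HN replicate 2, 756 without M4 HN replicate 4 and 846 without GP HN replicate 4. From the lysine and BCAA genes, the paper proposes that the transcriptome of M4 accords with its phenotype and its amino acid profile.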

## Discussion

Owing to the large genetic diversity of barley and its resilience under harsh environments, this crop is of great value for agroecological transition under global change and the need for reduction of nitrogen fertilizers inputs. Barley culture in north Africa is mainly performed under rainfall conditions and nitrogen input is a limiting factor to the same extent as water availability (Ryan et al., 2008; Ryan and Sommer, 2012). Indeed, North African soils are calcareous with low organic matter content thus requiring N fertilization (Ryan and Sommer, 2012). However, for economic and environmental reasons, it is crucial to improve the management of N fertilization. Therefore, it is crucial to characterize the Mediterranean varieties with respect to their adaptation to different nitrogen supplies. We worked on a panel of north African barley genotypes thus, adapting to the Mediterranean climate and environment.

Our goal was to focus on the response of these genotypes to low N and to decipher the diversity of their physiological and molecular responses to N supply at early stages of development. Here, we have considered that the most performant genotypes are those displaying higher leaf NUE under LN.

Traits affected by N supply at the level of the whole barley collection are an increase in C content in the whole plant and increased root biomass. Partitioning of root C, N, and biomass was increased in roots compared to leaves under LN. These are well-known responses of plants to LN and the major role of root in this response is well-known (Lea and Miflin, 2018; Sun X. et al., 2020). Interestingly, leaf carbon concentration was positively correlated with several root traits (root NUE, root ^15^N partitioning, root carbon partitioning, and root biomass partitioning) (Supplementary Figure 1). Similarly, positive correlations were observed between leaf and root N uptake efficiencies indicating coordination of both processes. In addition, leaf biomass was positively correlated with plant nitrogen uptake and leaf NUE indicating an important role of N uptake and utilization in building the aerial biomass of barley plants (Supplementary Figure 1). Root allocation of C and N is generally observed as a general response to N deficiency (Zhang et al., 2007; Kobe et al., 2010; Krapp et al., 2011). Root DW was higher under LN compared to HN, which globally resulted in a decrease of the shoot/root ratio (SR) under LN, in good accordance with previous reports (Van Der Werf and Nagel, 1996; Lea and Azevedo, 2007). In contrast, carbon concentration was higher under LN which is consistent with the fact that under N deficiency, plants usually accumulate sugars, starch, or fructan (Wang et al., 2000; Lemaître et al., 2008). Here we verified that NUE was higher under LN than under HN which is a shared feature with other plant species (Chardon et al., 2010; Masclaux-Daubresse and Chardon, 2011; Lammerts van Bueren and Struik, 2017). Higher NUE in LN-grown plants is explained by the fact that low N supply results in a tradeoff that favors the use of metabolic resources to support growth and survival. Conversely, when nitrogen is not limiting, a proportion can be stored under the form of nitrate in vacuoles and is not directly metabolized. These data show that nitrate nutrition significantly affects all traits except root dry weight, in good accordance with the physiological responses to N limitation previously reported (Van Der Werf and Nagel, 1996; Lea and Azevedo, 2007). These data make sense since the capacity of larger root systems to better explore the soil allows a higher nitrate uptake and a more efficient translocation of inorganic nitrogen to the shoot available for growth and biomass production (Gastal and Lemaire, 2002).

Other traits display different variations depending on the barley genotype in response to nitrogen supply highlighting a GxN interaction: root development and nitrogen uptake processes. For instance, root dry weight increased under LN for some genotypes while it was lower under LN for other genotypes. Similar trends were observed for maize where LN affected shoot biomass negatively but had different impacts on root biomass indicating that root plasticity allows a reliable marker of adaptation to LN (Chun et al., 2005). Root growth under LN is known to be mainly due to increased auxin levels in the root but this may be counteracted by the action of other hormones mainly abscisic acid, ethylene, and cytokinin (Sakakibara et al., 2006; Sun X. et al., 2020). Thus, different root developments in the barley genotypes in response to N limitation may reflect different hormonal regulatory mechanisms. The diversity of physiological responses allowed us to classify the barley genotypes into three categories; tolerant, moderately tolerant, and poorly tolerant to LN based on their leaf NUE. Interestingly the two genotypes GP and T6 originating from Europe and Tunisia, respectively, exhibited lower root biomass under LN and low leaf NUE. It remains to be determined whether this classification is also observed in the field.

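Averaged over the 3 genotypes, 6 genes fell under LN. Among them was HORVU3Hr1G082580, which encodes a major facilitator superfamily protein, a membrane transporter. Its level was 103.5 ± 42.1 CPM under HN and 27.7 ± 1.21 under LN in GP (SD, n = 3), 87.4 ± 12.9 and 9.62 ± 1.35 in M5, and 14.1 ± 3.53 and 17.3 ± 3.50 in M4. The others were HORVU3Hr1G059130, HORVU3Hr1G064080, HORVU4Hr1G009380 and the bHLH genes HORVU2Hr1G013450 and HORVU3Hr1G108680, with average log2 FCs between -3.10 and -1.36. The fitted falls lay in GP and M5, while in M4 these others had log2 FCs between -0.26 and 0.18. No difference between genotypes was called for these others. The response of HORVU3Hr1G082580 differed between M4 and M5 in edgeR's quasi-likelihood test of the difference. That difference was not called without M4 HN replicate 2, M4 LN replicate 4 or M5 LN replicate 1, and 21 of 100 splits within genotypes called as many genes. For HORVU3Hr1G082580 the average log2 FC was -1.56 (SE 0.156, adjusted p = 0.00407 from edgeR's quasi-likelihood test). This average kept its call without any single library. The quasi-likelihood test called 0 genes as higher in the average, with 2427 genes at an unadjusted p under 0.05 in either direction (1600 to 3048 without single libraries), while the edgeR likelihood ratio test called 139 higher and 104 lower, DESeq2 151 and 136, and limma-voom 0 and 5. Without M5 LN replicate 3 the count was 103, without M5 HN replicate 3 or M5 LN replicate 2 it was 1, and without both GP replicate 1 libraries it was 1. Counts were simulated for LN against HN in GP with the depth of the libraries and the same spread per gene in every group. In these the quasi-likelihood test recovered 39 of 100 genes changed 2-fold and 85 of 100 changed 4-fold, with 12 false calls among 136. The likelihood ratio test recovered 50 and 90, with 37 false calls among 177. Real replicates lay further apart under LN (coefficient of biological variation 28.2%) than under HN (15.5%), so these shares need not hold for the real GP libraries.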

The investigation of the impact of N supply on the transcriptome of three barley genotypes led to the identification of a low number of differentially expressed genes compared to other studies (Comadira et al., 2015; Quan et al., 2019). Nevertheless, significant GO overrepresented functions encoded by genes differentially expressed in the three genotypes were found to be related to stress responses and to signaling (Figure 5). 

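Supplementary Table 4 was chosen by the study for falls in GP and M5. Of its 18 genes, 8 were lower and 10 higher in M4 under LN (median log2 FC 0.14). Among those lower was HORVU7Hr1G108790, a ureide permease, at 24.1 ± 15.6 CPM under HN and 7.55 ± 8.77 under LN in M4 (SD, n = 3). The paper marks neither this gene nor the next ones as changed in M4. The calcineurin B-like partner kinase gene HORVU4Hr1G022630 (SOS3-interacting protein 1) was at 39.8 ± 9.65 and 19.4 ± 16.9 CPM. The phosphoenolpyruvate carboxylase gene HORVU7Hr1G080510 was at 499.3 ± 71.1 and 315.9 ± 161 CPM. Their log2 FCs were -1.83 (SE 0.630, adjusted p = 0.617 from edgeR's quasi-likelihood test), -1.24 (SE 0.552, adjusted p = 0.635, same test) and -0.78 (SE 0.298, adjusted p = 0.617, same test). The quasi-likelihood test called 0 genes as lower in M4, with 720 lower at an unadjusted p under 0.05. The latter count includes genes expected there by chance and does not measure how many genes responded. The edgeR likelihood ratio test called 0 lower genes, DESeq2 4 and limma-voom 0. Microtubule motor genes were not analysed here, since no table in hand names the gene IDs outside those of the paper.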

Down-regulated genes in M4 under LN were related to microtubule-binding motor protein suggesting a down-regulation of cell vesicular trafficking and/or an arrest in cell development. Signaling, ionic transport, and metal enzymes are common over-represented functional categories in our study and in the aforementioned transcriptomic analyses. The differential expression of genes related to defense in the RNAseq is in agreement with the observed impact of N supply on barley susceptibility to one of the major pathogens affecting barley especially in Morocco (Jebbouj and El Yousfi, 2009; Backes et al., 2021a). It is known that N nutrition can affect plant tolerance to pathogens but positive and negative correlations have been observed depending on the plant-pathogen interaction considered (Fagard et al., 2014; Mur et al., 2017; Sun Y. et al., 2020). In the case of the barley-*P. teres* interaction, N enhances susceptibility.

The low number of differentially expressed genes found in the present study may be due to the long-lasting stressful conditions experienced by the plants from seed sowing to harvest under LN. Indeed, at the time of harvest, i.e., 14 days after sowing, most of the metabolic processes may have been adjusted and stabilized under LN and HN. Among the genes found to be commonly up-regulated, the putative nitrate transporter coding gene *HvNRT2.10* (HORVUHrG098550) orthologous to the Arabidopsis *AtNRT2.7* gene, is of particular interest since it was found in a QTL mapping study as involved in barley tolerance to low N (Karunarathne et al., 2020). This gene is closely related to *OsNRT2.4* (Guo et al., 2020) which encodes a dual affinity nitrate transporter and was found to be involved in rice N nutrition although no phenotype was found for the knockout mutant (Wei et al., 2018). Further investigation of the function *of HvNRT2.10* in barley nitrogen nutrition deserves attention.

Nitrogen limitation altered amino acid composition in leaves and roots. The overall soluble amino acid concentration decreased under LN. While roots appeared as C and N metabolic sinks under LN for most genotypes, partitioning of soluble amino acids in roots varied depending on the genotype. Most genotypes concentrated amino acids in leaves under LN while this partitioning was more diverse under HN suggesting variability for the role of amino acids in barley coping with N deficiency.

Interestingly, leaf amino acid composition was correlated with nitrogen supply. Indeed, we found that the profiles of amino acids under LN were strictly different from the profiles under HN. Thus, an important impact of nitrogen nutrition can be observed in the aerial part of the plant. Notwithstanding the nutritional effect, an important genetic diversity of relative amino acid composition was observed between barley genotypes.

Nitrate limitation resulted in elevated levels of the amino acids GABA, Tyr, Leu, Ileu, Val, Phe, Ser, Lys in roots and leaves of the barley plants. In addition to being vital components of proteins, these amino acids display additional properties, such as signaling, stress tolerance or provide precursors for other compounds. For instance, GABA is known to be involved in plant stress tolerance to biotic and abiotic stresses (Ramesh et al., 2017; Xu et al., 2021). More specifically, GABA was described as triggering a better N uptake under stress conditions, such as salt stress or N limitation (Chen et al., 2020; Khanna et al., 2021). BCAA (Leu, Ileu, Val) are known to accumulate in response to abiotic stresses presumably to serve as a substrate for biosynthesis of stress proteins (Joshi et al., 2010). They are also known to serve as substrates in the biosynthesis of lipids and glucosinolates (Binder et al., 2007). Tyrosine accumulation in barley genotypes in response to LN may be linked to the role of this amino acid as a precursor for several products that could be involved in response to low N, such a tocopherol providing an antioxidant effect, or electron carrier or defense compounds (Schenck and Maeda, 2018; Xu et al., 2020). Phenylalanine is the precursor of phenylpropanoids known to be involved in tolerance to biotic stresses (Lynch and Dudareva, 2020). Accumulation of stress-related amino acids is consistent with the RNAseq data showing enhanced stress response signatures in LN barley leaves compared to HN. Interestingly, serine accumulation is mainly produced via increased photorespiration rate which is known to be able to provide ammonia under nitrogen deficiency (Shi and Bloom, 2021).

The investigation of amino acid content in this barley collection revealed that M4 stood out with a high lysine content. Interestingly, lysine was part of the amino acids accumulating in all genotypes under LN but reached five times higher levels in M4. In another study investigating amino acid content in four barley varieties, the authors found diversity in the lysine content of grains (Jood and Singh, 2001). In maize, the opaque mutant was identified as accumulating 69% more lysine in its endosperm compared to the parental line (Mertz et al., 1964; Wang et al., 2019). Interestingly, lysine accumulation in the endosperm is related to reduced levels of endosperm proteins like alpha-zein in maize (Wang et al., 2019) and hordein in barley (Schmidt et al., 2015). The level of lysine in M4 grains was not higher than that of M5 or GP (data not shown).

Lysine biosynthetic and catabolic pathways were extensively studied in plants because this is amino acid cannot be synthesized by human or monogastric bodies and it is present in low amounts in cereals (Galili, 2002; Galili et al., 2016). The key enzymes required for its biosynthesis in plants have been identified: dihydrodipicolinate synthase (DHPS) and the catabolic enzyme bifunctional Lys-ketoglutarate reductase/saccharopine dehydrogenase (LKR/SDH) (Galili et al., 2016). To increase the level of lysine, several approaches using DHPS overexpression or down-regulation of LKR/SDH or both were successful (Galili et al., 2016). Mutant forms of DHPS from *Nicotiana sylvestris* protoplasts resulted in lysine accumulation due to the loss of DHPS negative feedback regulation by lysine (Negrutiu et al., 1984). Strikingly, M4 transcript levels of genes encoding the two limiting steps in lysine biosynthesis and turnover, DHPS and LKR/SDH, are up-regulated compared to M5 and GP, suggesting that these genes are responsible for high lysine levels in M4. Thus, the accumulation of lysine in M4 might be due to altered negative feedback regulation of the DHPS enzyme. In addition, BCAA (leucine, isoleucine, and valine) accumulate to higher levels in M4 in agreement with the upregulation in the genotype M4 of genes encoding key enzymes involved in the biosynthesis of BCAA, the branched-chain amino acid transaminase, and the isopropylmalate dehydrogenase (Binder et al., 2007; Binder, 2010). 

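HORVU3Hr1G069300 was at 11.4 ± 2.09 CPM in GP, 0.172 ± 0.0968 in M4 and 22.0 ± 4.40 in M5 under HN (SD, n = 3), so that few reads were counted for it in M4. Whether the gene is silent in M4, lost or too different in sequence from the Morex reference to map was not tested. The M4 libraries held 2 to 4 counts each. The log2 FC against GP+M5 was -6.59 (SE 0.412, adjusted p = 7.57e-07 from edgeR's quasi-likelihood test). The call held without each single library, with an adjusted p of at most 2.93e-05, and under the other alternatives, with at most 1.79e-05.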

One gene encoding a putative isopropylmalate dehydrogenase (*HORVU3Hr1G069300*) is down-regulated in M4 suggesting a fine-tuned regulation of this biosynthetic pathway depending on the isoforms. Interestingly, two genes encoding the threonine aldolase are downregulated. This is consistent with the reports indicating that this enzyme competes for threonine, the first amino acid in the BCAA biosynthesis pathway (Joshi et al., 2006).

Our work provides key physiological markers of North African barley adaptation to low N availability in the early developmental stages, in particular the *HvNRT2.10* gene. Candidate genes involved in key steps of lysine metabolism were identified with a potential link with immunity. Further investigation of the role of these genes in barley nitrogen metabolism and immunity would provide valuable data for sustainable barley production under harsh conditions.

## Data Availability Statement

RNA-Seq projects were deposited [Gene Expression Omnibus (Edgar et al., 2002)]: http://www.ncbi.nlm.nih.gov/geo/; accession no. GEO GSE188216. All steps of the experiment, from growth conditions to bioinformatic analyses, were detailed in CATdb (Gagnot et al., 2008): http://tools.ips2.universite-paris-saclay.fr/CATdb/project.html?project_id=493; project: NGS2020_19_ARIMNet according to the MINSEQE “minimum information about a high-throughput sequencing experiment”.

## Author Contributions

CM-D and AD: supervision of this work. FS, MB, and MR: plant growth, ^15^N labeling, and sampling. MB, MR, and SL: plant material preparation for all measurements. AM: ^15^N, N, and C quantification. MA and MB: amino acid determination. CP-L and JC: RNAseq. CJ and QE: pathogenicity tests. AD, BD, CM-D, FC, and MB: data computing and statistical analyses. AD, CM-D, and FC: project supervision and writing. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

MA was employed by company TIMAC AGRO International SAS. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Genotypic Variation of Nitrogen Use Efficiency and Amino Acid Metabolism in Barley
**Source:** Front Plant Sci. 2022 Feb 4;12:807798. doi: 10.3389/fpls.2021.807798
**Supplement:** Supplementary file 1

## Slide 1

Supplementary Figure 1 : Correlation matrix between different traits. Colored circles indicate statistically significant correlations. The color scale indicates the level of significance. The darker the color, the more significant the p value.

# Supplementary material for: Genotypic Variation of Nitrogen Use Efficiency and Amino Acid Metabolism in Barley
**Source:** Front Plant Sci. 2022 Feb 4;12:807798. doi: 10.3389/fpls.2021.807798
**Supplement:** Supplementary file 1

## Slide 1

## Slide 2

Supplementary Figure 2: Natural variation of North African barley responses to N supply illustrated by physiological traits. Mean values of indicated traits under HN are plotted against mean values under LN. Four independent experiments were performed. Stars indicate significant difference between LN and HN (Student’s test, 13 ≤ n ≤ 16, p < 0.05). Bars represent SE. The strait line represents the Y=X curve. Colors of the dots correspond to the classes defined in Figure 1.

# Supplementary material for: Genotypic Variation of Nitrogen Use Efficiency and Amino Acid Metabolism in Barley
**Source:** Front Plant Sci. 2022 Feb 4;12:807798. doi: 10.3389/fpls.2021.807798
**Supplement:** Supplementary file 1

## Slide 1

Supplementary Figure 3: Impact of N supply on total amino acid content in leaves and roots of the barley genotypes. Comparison of total amino acid levels under LN or HN in leaves and roots. Mean values of indicated traits under HN are plotted against mean values under LN. Four independent experiments were performed. Stars indicate significant difference between LN and HN (Student’s test, 13 ≤ n ≤ 16, p < 0.05). Bars represent SE. The strait line represents the Y=X curve. Colors of the dots correspond to the classes defined in Figure 1.

# Supplementary material for: Genotypic Variation of Nitrogen Use Efficiency and Amino Acid Metabolism in Barley
**Source:** Front Plant Sci. 2022 Feb 4;12:807798. doi: 10.3389/fpls.2021.807798
**Supplement:** Supplementary file 1

## Slide 1

Supplementary Figure 4 (continue): Quantification of soluble amino acids as percentage of total amino acid content in barley roots under LN. Plants were harvested after 14 days of sowing. Following freezing in liquid nitrogen AA were quantified by HPLC as indicated in Material and methods. The different letters indicate values significantly different at P <0.05 as determined using R -ANOVA Newman–Keuls (SNK) comparisons.

# Supplementary material for: Genotypic Variation of Nitrogen Use Efficiency and Amino Acid Metabolism in Barley
**Source:** Front Plant Sci. 2022 Feb 4;12:807798. doi: 10.3389/fpls.2021.807798
**Supplement:** Supplementary file 1

## Slide 1

Supplementary Figure 4: Quantification of soluble amino acids as percentage of total amino acid content in barley leaves under LN. Plants were harvested after 14 days of sowing. Following freezing in liquid nitrogen AA were quantified by HPLC as indicated in Material and methods. The different letters indicate values significantly different at P <0.05 as determined using R -ANOVA Newman–Keuls (SNK) comparisons.

# Supplementary material for: Genotypic Variation of Nitrogen Use Efficiency and Amino Acid Metabolism in Barley
**Source:** Front Plant Sci. 2022 Feb 4;12:807798. doi: 10.3389/fpls.2021.807798
**Supplement:** Supplementary file 1

## Slide 1

Supplementary figure 5 (continue): Quantification of soluble amino acids as percentage of total amino acid content in barley roots under HN. Plants were harvested after 14 days of sowing. Following freezing in liquid nitrogen AA were quantified by HPLC as indicated in Material and methods. The different letters indicate values significantly different at P <0.05 as determined using R -ANOVA Newman–Keuls (SNK) comparisons.

# Supplementary material for: Genotypic Variation of Nitrogen Use Efficiency and Amino Acid Metabolism in Barley
**Source:** Front Plant Sci. 2022 Feb 4;12:807798. doi: 10.3389/fpls.2021.807798
**Supplement:** Supplementary file 1

## Slide 1

Supplementary Figure 5: Quantification of soluble amino acids as percentage of total amino acid content in barley leaves under HN. Plants were harvested after 14 days of sowing. Following freezing in liquid nitrogen AA were quantified by HPLC as indicated in Material and methods. The different letters indicate values significantly different at P <0.05 as determined using R -ANOVA Newman–Keuls (SNK) comparisons.

# Supplementary material for: Genotypic Variation of Nitrogen Use Efficiency and Amino Acid Metabolism in Barley
**Source:** Front Plant Sci. 2022 Feb 4;12:807798. doi: 10.3389/fpls.2021.807798
**Supplement:** Supplementary file 1

## Slide 1

A
B
Supplementary Figure 6: Evaluation of different barley cultivars for their resistance against net blotch disease by detached leaves assay under HN and LN. A: Values of necrosis size are indicated in mm ± SD under HN and LN . Stars indicate significant difference between LN and HN (Student’s test, n=30, p < 0.05). Data are from three independent experiments. B P. teres bioassay on detached leaves at 10 days post-infection.

# Supplementary material for: Genotypic Variation of Nitrogen Use Efficiency and Amino Acid Metabolism in Barley
**Source:** Front Plant Sci. 2022 Feb 4;12:807798. doi: 10.3389/fpls.2021.807798
**Supplement:** Supplementary file 1

## Slide 1

Supplementary Figure 7: RNAseq read mapping for the 3 barley genotypes. Between 76.28 and 77.70% of the reads were associated to annotated genes (a mean of 76.9%, 76.6% and 76.7% respectively for GP, M4 and M5 barley cultivars). Statistical analysis was performed with Wilcoxon’s test. When comparing the percentages of assigned reads samples per cultivar, the difference between the means is not statistically significant. The three cultivars mapped similarly onto Morex reference. Morex reference has a higher version (v2) than GP reference (v1). The reference annotation should be better for Morex.

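GP exceeded M4 by 0.324 percentage points (n = 6 libraries each, exact two-sided permutation test over 924 splits, p = 0.156). GP also exceeded M5, by 0.225 points (exact permutation test, p = 0.355), and M4 minus M5 was -0.098 points (exact permutation test, p = 0.613). Adjusted over the 3 comparisons, these exact p-values were 0.468, 0.532 and 0.613. Without M4 HN replicate 4, whose treatment label says 0.5 mM nitrate, GP exceeded M4 by 0.440 points (exact permutation test, p = 0.0303), and the unadjusted p without any other single library lay between 0.0758 and 0.325. Among reads mapped to 1 place only, GP exceeded M4 by 0.025 points (exact permutation test, p = 0.881) and M5 by 0.139 points (exact permutation test, p = 0.398). There M4 was 0.114 points above M5 (exact permutation test, p = 0.500).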

# Supplementary material for: Genotypic Variation of Nitrogen Use Efficiency and Amino Acid Metabolism in Barley
**Source:** Front Plant Sci. 2022 Feb 4;12:807798. doi: 10.3389/fpls.2021.807798
**Supplement:** Supplementary file 1

**Supplementary Table 3:** Expression level of genes up regulated in both GP, M4 or M5 are shown. When the difference between LN and HN value is significantly different, the FC is written in bold. Log2 of the fold changes in LN vs HN are indicated. Bold indicates statistically significant difference between LN and HN. ns: non significant. nd: not detected.

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
| ID | Annotation Hordeum vulgare genome_R2 | log2Fold Change GP LN/HN | log2Fold Change M4 LN/HN | log2Fold Change M5LN/HN |
| HORVU7Hr1G073050 | NAD(P)H dehydrogenase B2 | **1.20** | **1.14** | 0.43 ns |
| HORVU5Hr1G081500 | Senescence-inducible chloroplast protein, Activation of the chlorophll-degrading pathway during leaf senescence | **1.26** | **0.95** | 0.14 ns |
| HORVU3Hr1G097770 | no data | **1.18** | **1.11** | 0.03 ns |
| HORVU2Hr1G027470 | Cytochrome P450, family 709, subfamily B, polypeptide 3 | **1.81** | **1.30** | 0.60 ns |
| HORVU1Hr1G017700 | Low temperature and salt responsive protein family | **1.44** | **1.06** | 0.28 ns |
| HORVU1Hr1G057880 | Eukaryotic release factor 1-2 | **6.51** | **2.17** | nd |
| HORVU2Hr1G070880 | no data | **1.43** | **1.71** | 0.36 ns |
| HORVU3Hr1G088190 | Heavy metal transport/detoxification superfamily protein | **1.39** | **2.24** | 0.47 ns |
| HORVU3Hr1G011820 | Cytochrome P450, family 71, subfamily A, polypeptide 26 | **3.46** | **1.85** | -0.07 ns |
| HORVU7Hr1G098550 | Nitrate transporter2.10 | **2.56** | **2.72** | 2.61 ns |
| HORVU5Hr1G068060 | Phosphate transporter 3;2 | **1.23** | **1.36** | 0.51 ns |
| HORVU5Hr1G062290 | Jasmonate-zim-domain protein 1 | **2.00** | **2.41** | 0.99 ns |
| HORVU1Hr1G089510 | RAD-like 1 | **2.73** | nd | **5.57** |
| HORVU1Hr1G089490 | RAD-like 1 | **1.79** | - 0.03 ns | **2.99** |
| HORVU1Hr1G089500 | RAD-like 6 | **1.47** | 0.30 ns | **3.17** |
| HORVU5Hr1G078960 | 2 iron, 2 sulfur cluster binding | **1.46** | 0.44 ns | **1.05** |
| HORVU6Hr1G060720 | Cytochrome b561/ferric reductase transmembrane protein family | **1.14** | 0.24 ns | **0.74** |
| HORVU5Hr1G047730 | Ferritin 4 | **1.39** | 0.93 ns | **1.47** |
| HORVU2Hr1G007350 | no data | 0.09 ns | **0.77** | **0.67** |

# Supplementary material for: Genotypic Variation of Nitrogen Use Efficiency and Amino Acid Metabolism in Barley
**Source:** Front Plant Sci. 2022 Feb 4;12:807798. doi: 10.3389/fpls.2021.807798
**Supplement:** Supplementary file 1

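Supplementary Table 4 lists 18 genes, 4 of which encode bHLH transcription factors. The bHLH gene HORVU3Hr1G108670 was at 123.9 ± 102 CPM under HN and 2.96 ± 1.74 under LN in GP (SD, n = 3), and at 61.8 ± 21.7 and 1.33 ± 1.95 in M5. The chloride channel gene HORVU6Hr1G017920 was at 40.5 ± 4.90 and 24.5 ± 3.68 CPM in GP and at 48.5 ± 7.32 and 20.6 ± 9.12 in M5. All 18 genes had lower fitted levels under LN in GP (median log2 FC -1.71) and in M5 (median -2.02), while in M4 10 were higher and 8 lower (median 0.14). Every LN library lay below every HN library for all 18 in GP and in M5, where chance parts 10% of genes in either direction. In GP the replicate numbers of LN and HN libraries differed too. The quasi-likelihood test of edgeR called 10 in M5 and 0 in GP and M4, with 18, 16 and 4 at an unadjusted p under 0.05, and the edgeR likelihood ratio test called 16 in M5 and 12 in GP, DESeq2 18 and 11. Without both GP replicate 1 libraries 4 were called in M5, and HORVU3Hr1G108670 was not (adjusted p = 0.0888, edgeR). Without M5 HN replicate 1, M5 HN replicate 3, M5 LN replicate 1 or M5 LN replicate 2, 1 of the 18 was called in M5. Without the replicate block HORVU3Hr1G108670 was not called in M5 (adjusted p = 0.0744, edgeR). Adjusted over the list alone, 15 passed in GP, 18 in M5 and 0 in M4. The study chose the list on these samples, so neither these counts nor the set tests are independent evidence, and the choice favours lower levels in GP and M5 and not in M4. As a set, the genes were lower than others under LN in M5 (camera, adjusted p = 1.87e-93, and adjusted p = 0.000393 with an estimated correlation) and in GP (adjusted p = 3.03e-53, and 0.00145 with an estimated correlation), and not in M4 (adjusted p = 0.574, and 0.896 with an estimated correlation).

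**Figure D3:**
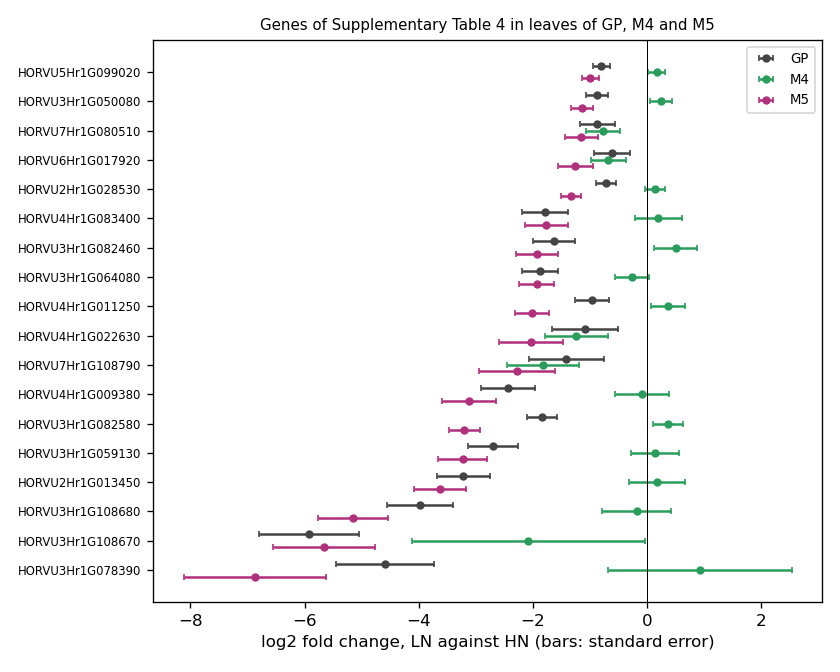
Fitted log2 fold change from HN to LN of the 18 genes in GP, M4 and M5, with bars of 1 standard error. GP and M5 lie below 0 for all 18 genes and M4 on both sides of 0.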

**Supplementary Table 4 : List of genes down-regulated in at least two barley genotypes under LN compared to HN.** Expression level of genes down regulated in both GP, M4 or M5 are shown. When the difference between LN and HN value is significantly different, the FC is written in bold. Log2 of the fold changes in LN vs HN are indicated. Bold indicates statistically significant difference between LN and HN. ns: non significant. nd: not detected.

| ID | Annotation Hordeum vulgare genome_R2 | log2Fold Change GP LN/HN | log2Fold Change M4 LN/HN | log2Fold Change M5 LN/HN |
| --- | --- | --- | --- | --- |
| HORVU2Hr1G013450 | basic helix-loop-helix (bHLH) DNA-binding superfamily protein | **-3.00** | 0.25 ns | **-3.62** |
| HORVU2Hr1G028530 | basic helix-loop-helix (bHLH) DNA-binding superfamily protein | **-0.76** | 0.18 ns | **-1.31** |
| HORVU3Hr1G050080 | Protein of unknown function (DUF1230) | **-0.86** | 0.23 ns | **-1.11** |
| HORVU3Hr1G059130 | OBP3-responsive gene 1 | **-2.73** | 0.10 ns | **-3.22** |
| HORVU3Hr1G064080 | no data | **-1.86** | -0.24 ns | **-1.93** |
| HORVU3Hr1G078390 | F-box family protein | **-4.18** | nd | **-6.81** |
| HORVU3Hr1G082460 | Major facilitator superfamily protein | **-1.55** | 0.50 ns | **-1.88** |
| HORVU3Hr1G082580 | Major facilitator superfamily protein | **-1.89** | 0.31 ns | **-3.16** |
| HORVU3Hr1G108670 | basic helix-loop-helix (bHLH) DNA-binding superfamily protein | **-5.36** | nd | **-5.52** |
| HORVU3Hr1G108680 | basic helix-loop-helix (bHLH) DNA-binding superfamily protein | **-3.94** | -0.21 ns | **-5.15** |
| HORVU4Hr1G009380 | no data | **-2.32** | -0.02 ns | **-3.08** |
| HORVU4Hr1G011250 | no data | **-0.97** | 0.24 ns | **-1.95** |
| HORVU4Hr1G022630 | SOS3-interacting protein 1 | **-1.17** | -1.03 ns | **-1.96** |
| HORVU4Hr1G083400 | beta-hydroxylase 1 | **-1.66** | 0.30 ns | **-1.75** |
| HORVU5Hr1G099020 | Leucine carboxyl methyltransferase | **-0.74** | 0.17 ns | **-0.96** |
| HORVU6Hr1G017920 | chloride channel B | **-0.72** | -0.64 ns | **-1.21** |
| HORVU7Hr1G080510 | phosphoenolpyruvate carboxylase 3 | **-0.97** | -0.66 ns | **-1.11** |
| HORVU7Hr1G108790 | ureide permease 1 | **-1.81** | -1.67 ns | **-2.37** |

How the deposited data were processed for this re-analysis (not part of the article)

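Leaf RNA of the barley genotypes GP, M4 and M5, grown under HN and LN, was measured in 18 libraries, 3 in each of 6 groups. The authors made stranded libraries with single reads, trimmed them with Trimmomatic 0.36, removed rRNA reads with sortMeRNA 2.1, and mapped and counted reads with STAR 2.7.3a on the Morex reference. The deposited values are the authors' raw counts of reads per gene, as whole numbers without normalization, for 43050 genes, counted on either strand, on the forward strand and on the reverse strand. Reverse-strand counts were used here, since forward-strand reads came to 4.49 to 5.03% and the kit reads the reverse strand. Each file also lists reads in 4 summary classes that name no gene, which stayed out of library sizes and tests. Unmapped reads came to 1.66 to 2.53% of a library, reads mapped to several places to 14.9 to 16.7%, reads outside genes to 5.05 to 5.92% and ambiguous reads to 0.005 to 0.01%. Reads that mapped to several places were not counted for any gene, so that values of genes with a near-identical copy are uncertain.

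In units of 1000000 reads, libraries held 15.3 to 29.1 in total (median 24.98) and 11.8 to 22.3 on genes (median 19.2), so that a CPM of 1 stands for 11.8 to 22.3 counts. Between 22519 and 23642 genes had reads in a library. The most abundant gene took 1.19 to 2.02% of the gene reads and the 10 most abundant 5.92 to 9.27%. Replicates of a group correlated on log2 CPM with r between 0.937 and 0.984, across genes, which are not independent replicates. No library was a copy of another of its group, with a chi-square per degree of freedom of at least 15.6 between replicates. Pairs across groups were not compared in this way.

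Groups were taken from the sample titles. The library titled M4 HN replicate 4 has a treatment label of 0.5 mM nitrate and was kept as HN, since the paper gives 3 replicates per condition. All 18 libraries were kept, the GP replicate 1 libraries with transcripts of other genotypes included.

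Counts were fitted with edgeR 4.0.16 in R 4.3.3 (TMM, genes with a CPM above 1 in at least 3 of 18 libraries, 19021 genes), with the 6 groups and the replicate numbers 1 to 4 as terms. The quasi-likelihood test was used with a Benjamini-Hochberg adjusted p under 0.05. The comparisons were LN against HN in GP, in M4, in M5 and in their average, the differences of these responses between genotypes, and M4 against the mean of GP and M5 under HN and under LN. Standard errors are the size of the log2 FC over the square root of the F statistic. The replicate block follows the paper's methods and the labels, which give 1 harvest day per replicate number where they hold a date. The label of GP HN replicate 1 holds none. The pairing was checked on deviations from the group means. Libraries with the same number had a median correlation of 0.00209 over 34 pairs, 8 of them above 0.1, and libraries with different numbers 0.0087 over 101 pairs, 22 above 0.1. In 6 of 18 libraries the best match outside the group shared the number.

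Gene lists were tested with camera, with a preset and with an estimated correlation, and with fry, both of limma 3.58.1. These lists were the 19 genes of Supplementary Table 3, the 18 genes of Supplementary Table 4, the 8 lysine genes and the 10 BCAA genes that the paper names. Lists by words of the gene description were set too and could not be used, since 0 entries of the gene table in hand carried an ID of this annotation. The genes named in the text are every gene the paper names by ID in its text, Figure 6 and Supplementary Tables 3 and 4, whose values in those tables count as seen. Named as well are the 2 largest rises and the 2 largest falls of each comparison among called genes with a mean CPM of at least 1 and every library of 1 group above every library of the other.

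Shares of reads assigned to genes were compared with exact two-sided permutation tests. The spread between replicates was compared as the share of genes with the larger variance of log2 CPM under LN, with the replicate numbers removed. Marker genes of a genotype were those with a mean CPM above 5 in its own libraries and under 0.05 in those of the other genotypes, the library in question and both GP replicate 1 libraries left out, and a marker was taken as counted above 0.5% of its own level. Folds against a group with 0 counts were set against a floor of 3 counts over the group.

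Alternatives were a fit without the replicate block, a block of 2 harvest seasons, the edgeR likelihood ratio test, DESeq2 1.42.0, limma-voom, RLE and upper quartile normalization, no low-count filter, filterByExpr, a CPM above 1 in every library of 1 compared group, only the groups compared, counts on either strand, and each library left out in turn. For M4 under HN, GP and M5 were also pooled, and a difference from each of them was asked for. Further fits were chosen after seeing the data: without both GP replicate 1 libraries, with either edgeR test, and the likelihood ratio test without the block or with replicates numbered 1 to 3 within each group. Other splits of the libraries were counted up to 100 per comparison. The fits, list tests, spread and marker measure were tested on simulated data with 200 changed genes. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots with matplotlib 3.10.9. GO categories, amino acid contents, enzyme activities and growth traits were not analysed here, since the files hold none of them.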

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

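Of the tests in this part, those of a mixed sample, of a whole library of another genotype, of exchanged reads, of the genes lowered under LN in M5 and of the Supplementary Table 4 genes without replicate 4 and under LN against HN were chosen only after the result was seen.

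GP HN replicate 1 lay far from the other GP libraries in the level of genes counted elsewhere in M4 alone (16.5% of their M4 level). GP LN replicate 1 lay far from them in genes counted elsewhere in M5 alone (45.5% of their M5 level) and in genes counted in GP alone (34.0% of their GP level). M4 LN replicate 3 lay far from the other M4 libraries, at 0.216% for genes of GP alone and 0.244% for genes of M5 alone. Chance marks about 1 in 20 such groups, and 5 marks fell in 30 groups of 6, all on the libraries just named. The same libraries enter several groups, so the groups are not independent.

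Transcripts of other genotypes in both GP replicate 1 libraries form the first pattern. Against a whole library of another genotype, genes of GP alone kept at least 34.0% of their GP level in both libraries, and against reads exchanged between libraries in the sequencing run, such transcripts reached at most 0.244% in the 16 other libraries. A segregating chromosome segment in the GP seed is argued against by counted markers on 6 chromosomes in each library. A mixed sample is a candidate explanation, since GP HN replicate 1 counted 100% of the M4-only genes and GP LN replicate 1 counted 84.2% of the M5-only genes, as large a share as the M5 library that counted fewest. In GP HN replicate 1, genes of GP alone kept 95.6% of their GP level, while genes of M4 alone reached 16.5% of their M4 level. These unequal levels argue against a hybrid plant as the whole of that sample. For GP LN replicate 1, at 34.0% and 45.5%, a hybrid plant stays open. It also stays open whether RNA, leaves or seed were mixed, and the design gives no biological explanation to test.

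The response to LN differed between M4 and M5 for HORVU3Hr1G082580, the major facilitator superfamily gene, by 3.56 on the log2 scale (SE 0.373, adjusted p = 0.00702 from edgeR's quasi-likelihood test of the difference). It was the 1 gene called for a difference between genotypes, all LN libraries lying below all HN libraries in M5. Chance cannot be excluded for this count, since 21 of 100 splits within genotypes called as many genes (real value 1, highest other 878). A split with 878 calls points to a structure of the samples.

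M4 under HN resembles GP and M5 under LN in the genes of Supplementary Table 4, of which 16 of 18 were lower in M4 than in GP under HN (median -2.02 on the log2 scale), although the study chose them as higher in the same GP HN libraries than under LN, which favours this direction, and no value without this choice is at hand. An LN-like state of M4 as a whole was not seen. The change from HN to LN in M5 and the difference of M4 from GP under HN had a correlation of -0.0151 across genes without shared libraries. This was matched by 84 of 100 splits (highest other 0.231). With 12 genes called for LN in M5, a correlation over all genes is a weak test and does not settle the question. Below, genes raised or lowered under LN in M5 are those at an unadjusted p under 0.001 (edgeR's quasi-likelihood test), some of them expected by chance. Genes are not independent, so the intervals of their shares are too narrow. The values argue against a mislabelled M4 HN replicate 4 library for the Supplementary Table 4 genes, whose median was -2.38 without replicate 4. Here and below, this leaves out replicate 4 of GP HN as well as of M4 HN. The move from -2.02 to -2.38 therefore cannot be laid to the M4 library by itself. Shared control libraries remain a candidate explanation for any resemblance over all genes, since none was left without them, and for the genes lowered under LN in M5 they cannot be told apart from a resemblance, because 66.7% of all 60 were lower in M4 (95% interval 54.1 to 77.3%) but 56.5% of the 46 outside Supplementary Table 4 (42.2 to 69.8%, which holds 50%), while the correlation without replicate 4 (-0.00644) was too near 0 from the start to test a wrong label. Sequence differences from the Morex reference cannot be told apart from a difference of M4 in the genes raised under LN in M5, because 15 genes, with 60% higher in M4 (35.7 to 80.2%), are too few, nor in the Supplementary Table 4 genes, because M4 minus GP under LN less that under HN (median 1.39, 95% interval 0.208 to 2.13, in the 16 with a mean CPM of at least 1 in M4 HN, M4 LN and GP LN) is raised by the choice of genes that fall in GP. Against the mean of GP and M5 under HN, edgeR's quasi-likelihood test called 13 of the 18 genes, with a median log2 FC of -2.05 in M4. The list was chosen on these same GP and M5 libraries, so a genotype difference apart from this choice stays an untested hypothesis.

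Exchanging the M5 HN and M5 LN replicate 3 libraries called 93 genes, against 12 with the labels as given, which points to a structure of the samples, and on the third principal component M5 LN replicate 3 lay at 29.3, among the HN libraries, and M5 HN replicate 3 at -7.93. Exchanged labels cannot be told apart from a weak response in this pair. The genes used were 42 at an unadjusted p under 0.001 for LN against HN in the GP libraries alone (edgeR's quasi-likelihood test). Of these, 54.8% went the same way in the replicate 3 pair (39.9 to 68.8%), an interval that holds 50%. Some of the 42 are expected by chance and need not respond, and genes are not independent, so these intervals are too narrow. All 18 genes of Supplementary Table 4 were lower under LN in M5 replicate 3 too, although the study chose them on these samples. A response that differs with the harvest day stays open as well: the pairs of replicates 1 and 2 gave 81% (66.7 to 90%) and 78.6% (64.1 to 88.3%), and their intervals overlap that of replicate 3, that of replicate 2 by 4.7 points (-4.7 as the gap), which as a bound was too weak to exclude a difference. Of the 10 splits of 6 M5 libraries, which are too few for a share under 0.05, 2 called as many genes as the real one (real value 12, highest other 93).

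The comparison of M4 with the mean of GP and M5 under LN, which the paper does not report, called 1946 genes by edgeR's quasi-likelihood test. A chance assignment of libraries can be excluded for this count, reached in 1 of 100 splits of the LN libraries (real value 1946, highest other 1118). Such splits mostly mix the genotypes within groups and do not test whether GP or M5 would stand out as much.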

How the results depend on the processing

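The comparisons, the fit and the alternatives were chosen before the data were examined, except for the fits without both GP replicate 1 libraries (with either edgeR test) and the likelihood ratio test without the block or with replicates numbered 1 to 3 within each group, which were chosen only after the results were seen. The cause was not tested for any change below, except where fewer libraries or genes entered.

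With edgeR's quasi-likelihood test the counts of called genes were 0 in GP, 0 in M4, 12 in M5 and 6 in the average over genotypes for LN against HN, 1 for a response that differed between genotypes, 0 shared by genotypes, and 1290 under HN and 1946 under LN for M4 against GP+M5. RLE and upper quartile normalization and filterByExpr moved none of these by over 1.5 times, and 1290 and 1946 stayed within 1.5 times in all but the settings named here. In M4 the count was 0 under every setting but the likelihood ratio tests and DESeq2.

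Without the replicate block the count was 5 in GP, 14 in the average and 5 for shared genes. The block changed no other of these counts by over 1.5 times and no call of a gene list, while 9 of 105 named gene values changed their call without it, 7 gaining and 2 losing it. With the harvest season block the counts were 6 in GP, 15 in the average and 5 shared. The likelihood ratio test called 21 in GP, 6 in M4, 94 in M5, 243 in the average, 37 for the difference between genotypes and 14 shared. DESeq2 called 33, 21, 196, 287, 70 and 16 in the same order. Limma-voom called 5 in GP and 3 shared. Without the low-count filter 5 were called in GP and 4 shared, with a CPM above 1 in every library of 1 compared group 5 and 3, and with counts on either strand 5 and 5, with 2 for the difference between genotypes. A fit of only the groups compared, which has no replicate block, called 3 in M5, 14 in the average, 3 for the difference between genotypes and 2185 for M4 under HN. With GP and M5 pooled 680 genes were called for M4 under HN, and 491 differed from both GP and M5.

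Of the added fits, that without both GP replicate 1 libraries called 4 in M5 and 1 in the average. With the likelihood ratio test as well, it called 12 in GP, 13 in M4, 131 in M5, 97 in the average, 69 for the difference between genotypes, 11 shared, 2079 under HN and 2925 under LN. The likelihood ratio test without the block called 77, 27, 85, 421, 33, 15, 1978 and 3323 in the same order, and with replicates numbered within each group 32, 33, 1.5e+02 (33 higher and 114 lower), 554, 42, 15, 2127 and 3523.

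With single libraries of the groups compared left out, the count ranged from 0 to 7 in GP (7 without GP HN replicate 4) and was 0 throughout in M4. It ranged from 1 to 53 in M5, with 53 without M5 LN replicate 3 and 1 without M5 HN replicate 1, M5 HN replicate 3, M5 LN replicate 1 or M5 LN replicate 2. The average ranged from 1 to 103, with 103 without M5 LN replicate 3, 10 without GP HN replicate 4, 4 without M4 HN replicate 1, 3 without GP HN replicate 1, 2 without GP LN replicate 2, M4 HN replicate 2, M4 HN replicate 4, M4 LN replicate 1 or M5 LN replicate 1, and 1 without M5 HN replicate 3 or M5 LN replicate 2. The difference between genotypes ranged from 0 (without M4 HN replicate 2, M4 LN replicate 4 or M5 LN replicate 1) to 3 (without M4 LN replicate 3 or M5 LN replicate 3), with 2 without GP HN replicate 4. Shared genes ranged from 0 to 6, with 6 without GP HN replicate 4 and 2 without M4 LN replicate 3 or M5 LN replicate 3. For M4 against GP+M5 the count ranged from 735 to 1268 under HN, with 735, 749, 756 and 846 without M4 HN replicates 1, 2 and 4 and GP HN replicate 4, and from 1062 (without M4 LN replicate 1) to 2389 (without GP LN replicate 1) under LN.

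Of 105 named gene values, 31 were called. This count was 57 with the likelihood ratio test, 61 with DESeq2, 19 without both GP replicate 1 libraries, 50 there with the likelihood ratio test, 63 with that test without the block and 61 with replicates numbered within each group. Over single left-out libraries, 652 named values kept their call, 10 gained it and 118 lost it, and over other settings 1488 kept it, 176 gained it, 48 lost it and 1 changed direction. The latter was HORVU3Hr1G000570 in M4 against GP and M5 pooled (-0.65 on the log2 scale). All gene lists kept their side of the threshold in camera with its preset correlation.

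The share of genes with the larger spread under LN was 74.4%. It was 68.2% without the replicate block, 77.4% at a mean CPM of at least 10, 72.1% with libraries thinned to the smallest total and 67.7% without both GP replicate 1 libraries, and it ranged from 51.8% (without replicate 3) to 75.3% (without replicate 4), with 57.1% without replicate 1. The difference in reads assigned to genes ranged, without single libraries, from 0.168 to 0.44 percentage points for GP minus M4 (p = 0.0303 by exact permutation test without M4 HN replicate 4), from 0.07 to 0.315 for GP minus M5 and from -0.214 to -0.013 for M4 minus M5. Among reads mapped to 1 place only, GP minus M4 was 0.025, GP minus M5 was 0.139, and M4 minus M5 turned to 0.114.

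In simulated counts for M4 against GP+M5 under HN, the quasi-likelihood test recovered 59 of 100 genes changed 2-fold and 89 of 100 changed 4-fold, with 8 false calls among 156, and the likelihood ratio test 74 and 93, with 35 among 202. The same spread per gene was simulated in every group, unlike in the real libraries.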

Differences from the paper's values

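Added fits named in this part (those without both GP replicate 1 libraries with either edgeR test, and the likelihood ratio test without the replicate block or with replicates numbered 1 to 3 within each group) were chosen only after seeing the values, while all other settings were set before the data were examined. The paper states an adjusted p under 0.05 from edgeR and does not say which edgeR test it used, and the counts here use edgeR's quasi-likelihood test at the same threshold. Of 121 log2 FCs that the paper states, 118 had the same sign here and 115 lay within 1 standard error.

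For HORVU1Hr1G057880 in GP the paper gives a log2 FC of 6.51, against 4.12 here. The gap closed without the replicate block, with the harvest season block, with the likelihood ratio test, with only the groups compared, and without GP HN replicate 1, GP LN replicate 1 or GP LN replicate 2, and not under the other settings set beforehand. It also closed in all 4 added fits, chosen after seeing the values, which leave uncalled 12 to 18 of the 18 Supplementary Table 3 genes the paper calls in GP. For HORVU3Hr1G011820 in M5 the paper gives -0.07, against 0.17 here. This gap closed without the replicate block, with limma-voom, with only the groups compared and without M5 HN replicate 1, as well as in the likelihood ratio test without the block, chosen after seeing the values, which leaves uncalled 3 of the 7 Supplementary Table 3 genes of M5, and under no other setting. For HORVU1Hr1G089500 in M4 the paper gives 0.30, against -0.36 here. It closed without the replicate block, with the harvest season block, with only the groups compared and without M4 LN replicate 4, and in both likelihood ratio fits chosen after seeing the values that keep all libraries, each leaving uncalled 11 of the 13 Supplementary Table 3 genes of M4, but not under the remaining settings.

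For M4 against GP+M5 under HN the paper gives 3.35 for HORVU3Hr1G059060, 0.54 for HORVU3Hr1G000570 and -6.58 for HORVU7Hr1G066450, against 0.31, 3.34 and 0.52 here. No setting closed these gaps. The values here match the paper's when moved along its list of genes: 3.34 belongs here to HORVU3Hr1G000570, 0.52 to HORVU7Hr1G066450 and -6.59 to HORVU3Hr1G069300.

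In GP the paper has about 74 raised and about 50 lowered genes (Figure 5, read by eye), against 0 and 0 here. The first was reached by no setting set beforehand and by the likelihood ratio test without the block, chosen after seeing the values, which leaves out 12 of the 18 Supplementary Table 3 genes and 6 of the 18 Supplementary Table 4 genes the paper calls in GP, and the second by none. In M4 it has about 83 raised and about 17 lowered genes (Figure 5, read by eye), against 0 and 0 here, reached by no setting. In M5 it has about 29 raised genes (Figure 5, read by eye), against 1 here. The likelihood ratio test, DESeq2 and the fit without M5 LN replicate 3 closed this gap and the others set beforehand did not, while 3 added fits, chosen after seeing the values, closed it too and left 3 or 4 of the 7 Supplementary Table 3 genes of M5 uncalled. It has about 55 lowered genes in M5 (Figure 5, read by eye), against 11 here. The likelihood ratio test closed this gap, as did the likelihood ratio test without the block, chosen after seeing the values, which drops 4 of the 18 Supplementary Table 4 genes of M5, and no other setting did.

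Raised in both GP and M4 the paper has 12 genes, and in both GP and M5 6, against 0 and 0 here, and no setting reached these. Raised in both M4 and M5 it has about 1 (Figure 5, read by eye), against 0 here, which the likelihood ratio test and DESeq2 reached, as did the same 3 added fits, chosen after seeing the values, which leave uncalled 11 or 12 of the 13 Supplementary Table 3 genes of M4. Lowered in both GP and M5 it has about 17 (Figure 5, read by eye), against 0 here. The likelihood ratio test and DESeq2 closed this gap, as did the likelihood ratio tests without the block and with renumbered replicates, chosen after seeing the values, which drop 6 of the 18 genes in GP, and 4 and 1 in M5. Of the 18 Supplementary Table 3 genes that the paper calls in GP, the 13 in M4 and the 7 in M5, the quasi-likelihood test called 0, 0 and 0, the likelihood ratio test 2, 1 and 4, DESeq2 2, 2 and 5, the likelihood ratio test without the block 6, 2 and 4, and that with renumbered replicates 3, 2 and 3. Without GP HN replicate 4 it was 1 in GP, and without M4 LN replicate 4 1 in M5. Of the 18 Supplementary Table 4 genes, the same tests called 0, 12, 11, 12 and 12 in GP and 10, 16, 18, 14 and 17 in M5. Some were called in GP by other settings as well: 6 without GP HN replicate 4, 5 without the block or with the harvest season block, 4 with limma-voom, without the low-count filter, with a CPM above 1 in every library of 1 compared group or with counts on either strand, and 2 without M4 LN replicate 3 or M5 LN replicate 3. In M5, 11 were called without the low-count filter or without M5 LN replicate 3, 3 with only the groups compared, and 1 without M5 HN replicate 1, M5 HN replicate 3, M5 LN replicate 1 or M5 LN replicate 2. The added fit without both GP replicate 1 libraries with the likelihood ratio test called 5 in GP and 17 in M5, and 0, 1 and 4 of the Supplementary Table 3 genes in GP, M4 and M5. With the quasi-likelihood test it called 4 of the Supplementary Table 4 genes in M5 and 0 of the others.

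The paper states 5 to 62 units of 1000000 reads per sample, against 15.3 to 29.1 here, which no setting changes. For HvNRT2.10 (HORVU7Hr1G098550) in M5 the paper gives a p of 0.06, against an adjusted p of 0.433 from edgeR's quasi-likelihood test here. The gap closed without M5 LN replicate 3 and in the likelihood ratio test without the block, chosen after seeing the values, which leaves uncalled 3 of the 7 Supplementary Table 3 genes of M5, and under no other setting.

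Some statements of direction differ. The paper's text describes the genes of 3 RAD-like transcription factors and of 3 iron proteins as down-regulated under LN in GP and M5. Here all 6 had higher levels under LN in both genotypes, with log2 FCs from 0.92 to 2.55 in GP and from 0.72 to 5.50 in M5, and Supplementary Table 3 lists them with positive values. The paper describes more lysine genes as changed in M4 than the 4 called here. HORVU4Hr1G086020, given as lower in M4, was called with DESeq2 and with counts on either strand. The lysine catabolic gene HORVU6Hr1G083050 and the transporter gene HORVU7Hr1G074640, given as higher, were called with only the groups compared, and HORVU7Hr1G074660 without M5 HN replicate 3 and with the likelihood ratio test without the block. Among the BCAA genes given as changed, HORVU3Hr1G032400 was called without both GP replicate 1 libraries with either edgeR test, fits chosen after seeing the values. HORVU3Hr1G059060 was called with only the groups compared and with the likelihood ratio test with renumbered replicates, and HORVU7Hr1G066450 with these and with the likelihood ratio test without the block.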

Other observations

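Tests of M4 in iron and bHLH genes under HN, and counts of genes nearly absent from a genotype, were chosen only after the results were seen. The 3 iron genes of Supplementary Table 3 were called higher in M4 under HN against the mean of GP and M5, and none of them against M5 alone (adjusted p = 0.0594, 0.0820 and 0.266 in the order below, edgeR's quasi-likelihood test). Ferritin 4 (HORVU5Hr1G047730) was at 115.7 ± 14.2 CPM in M4 under HN (SD, n = 3), with every M4 library above every GP and M5 library, and had a log2 FC of 1.57 against GP+M5 (adjusted p = 0.0148 from edgeR's quasi-likelihood test). The ferric reductase gene HORVU6Hr1G060720 was at 96.5 ± 10.5 CPM (log2 FC 1.04, adjusted p = 0.00210, edgeR's quasi-likelihood test), and the iron-sulfur protein gene HORVU5Hr1G078960 at 57.1 ± 5.98 CPM (log2 FC 1.10, adjusted p = 0.0258, same test). All 4 bHLH genes of Supplementary Table 4 were called lower in M4 under HN, with a median log2 FC of -4.70. Of all 18 genes of that list, these included, 13 were called (median -2.05). The study chose the iron and bHLH genes on their levels in the same GP HN and M5 HN libraries against LN, which favours these directions, so the calls are not independent evidence. Under LN none of the iron genes was called in M4 against GP+M5 (log2 FCs of 1.00, 0.26 and 0.19, edgeR's quasi-likelihood test).

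Under LN, 4 of the 8 lysine genes were called higher and 0 lower in M4 against the mean of GP and M5 by edgeR's quasi-likelihood test, with a median log2 FC of 1.67. Aspartate kinase HORVU7Hr1G085930 and dihydrodipicolinate reductase HORVU1Hr1G078290 had 0 counts in every M5 library under LN as under HN, and were at 2.25 ± 0.966 and 3.53 ± 1.39 CPM in GP and 3.83 ± 0.581 and 3.83 ± 0.864 in M4. The transporter gene HORVU2Hr1G123160 was at 1.77 ± 0.730 CPM in M4 against 0.380 ± 0.102 in GP and 0.398 ± 0.136 in M5 (log2 FC 2.34, adjusted p = 0.00526 from edgeR's quasi-likelihood test). As a set the lysine genes were higher in M4 than other genes were (camera, adjusted p = 8.16e-05, and adjusted p = 0.0260 with an estimated correlation). Of the 10 BCAA genes, 2 were called lower, among them HORVU3Hr1G069300, with 0 to 4 counts in each M4 LN library, and 0 higher, and the set did not shift (camera, adjusted p = 0.0886, and 0.241 with an estimated correlation), while fry gave an adjusted p of 0.0181 for a shift to lower levels. The study chose both lists on these samples, so the counts are not independent evidence.

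Among genes called for M4 against GP+M5, 984 were called under both HN and LN, and 984 of these in the same direction. Under LN, 1099 were higher and 847 lower, with 4905 genes at an unadjusted p under 0.05 in edgeR's quasi-likelihood test. Some calls under HN rest on genes nearly absent from a genotype: 124 higher genes had at most 3 counts in all 6 M5 libraries, 67 higher genes had at most 3 counts in the 4 GP libraries other than replicate 1, and 67 lower genes had at most 3 counts in all 6 M4 libraries. Whether these genes are silent, lost or too different in sequence to map was not tested. Alone against GP, M4 differed in 1536 genes under HN, and alone against M5 in 1217.

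Other splits of the libraries were counted for the remaining comparisons. For LN against HN in GP and in M4, 10 splits each are too few for a share under 0.05, with 10 of 10 splits calling as many genes as the real one in both (real value 0 and highest other 0 in GP, real value 0 and highest other 3 in M4). For the average over genotypes, 1 of 100 splits within genotypes, the real one, called as many (real value 6, highest other 5). The count falls to 1 without M5 HN replicate 3, without M5 LN replicate 2 or without both GP replicate 1 libraries. This narrow lead therefore does not settle whether chance can be excluded for the average. A chance assignment of libraries can be excluded for M4 against GP+M5 under HN, with 1 of 100 splits of the HN libraries (real value 1290, highest other 882). Random splits mostly mix the genotypes within groups, so they do not test whether GP or M5 would stand out as much as M4.

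Principal components of log2 CPM held 35.1, 33.6 and 6.75% of the variance, and the libraries of each genotype lay together on the first and second, apart from GP LN replicate 1, at 4.85 on the second against 57.3 to 85.7 for the other GP libraries, and GP HN replicate 1, at -8.39 on the first against -39.4 to -28.8. Total read numbers of 7 libraries left the same remainder, 32027, on division by 50000, and the labels and the paper give no reason for it. The simulated library with 20% of M4 counts mixed into GP gave 17.9% for the level of M4-only genes.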
